# Duodenal mucosal mitochondrial gene expression is associated with delayed gastric emptying in diabetic gastroenteropathy

**DOI:** 10.1172/jci.insight.143596

**Published:** 2021-01-25

**Authors:** Susrutha Puthanmadhom Narayanan, Daniel O’Brien, Mayank Sharma, Karl Miller, Peter Adams, João F. Passos, Alfonso Eirin, Tamas Ordog, Adil E. Bharucha

**Keywords:** Endocrinology, Gastroenterology, Diabetes, Mitochondria, Translation

## Abstract

Hindered by a limited understanding of the mechanisms responsible for diabetic gastroenteropathy (DGE), management is symptomatic. We investigated the duodenal mucosal expression of protein-coding genes and microRNAs (miRNA) in DGE and related them to clinical features. The diabetic phenotype, gastric emptying, mRNA, and miRNA expression and ultrastructure of duodenal mucosal biopsies were compared in 39 DGE patients and 21 controls. Among 3175 differentially expressed genes (FDR < 0.05), several mitochondrial DNA–encoded (mtDNA-encoded) genes (12 of 13 protein coding genes involved in oxidative phosphorylation [OXPHOS], both rRNAs and 9 of 22 transfer RNAs) were downregulated; conversely, nuclear DNA–encoded (nDNA-encoded) mitochondrial genes (OXPHOS) were upregulated in DGE. The promoters of differentially expressed genes were enriched in motifs for transcription factors (e.g., NRF1), which regulate mitochondrial biogenesis. Seventeen of 30 differentially expressed miRNAs targeted differentially expressed mitochondrial genes. Mitochondrial density was reduced and correlated with expression of 9 mtDNA OXPHOS genes. Uncovered by principal component (PC) analysis of 70 OXPHOS genes, PC1 was associated with neuropathy (*P* = 0.01) and delayed gastric emptying (*P* < 0.05). In DGE, mtDNA- and nDNA-encoded mitochondrial genes are reduced and increased — associated with reduced mitochondrial density, neuropathy, and delayed gastric emptying — and correlated with cognate miRNAs. These findings suggest that mitochondrial disturbances may contribute to delayed gastric emptying in DGE.

## Introduction

Up to 50% of patients with diabetes mellitus (DM) have delayed gastric emptying (1–3). Diabetic gastroenteropathy (DGE) encompasses dyspepsia (i.e., mild-to-moderate indigestion, with or without accelerated or mildly delayed gastric emptying); gastroparesis, which is characterized by moderate-to-severe upper gastrointestinal symptoms and markedly delayed gastric emptying; and asymptomatic delay in gastric emptying. Building on classical concepts, which emphasized the contributions of hyperglycemia and autonomic dysfunctions, more recent studies have highlighted the role of injury, partly immune-mediated, and dysfunctions in the enteric neuromuscular apparatus (i.e., nerves, interstitial cells of Cajal, and smooth muscle) (3). Dysimmunity and gastric motor disturbances in DGE may reflect epigenetic dysregulation (4). Derived primarily from animal models and, to a limited extent, in patients with DGE, our insight into the mechanisms responsible for neuronal loss and gut dysmotility (e.g., apoptosis, oxidative stress, advanced glycation end products, reduced expression of neuronal nitric oxide signaling, and neuroimmune mechanisms) (5) lags our understanding of the pathogenesis of other DM complications (e.g., neuropathy) (3, 6). Limited by invasiveness, only 1 study compared the transcriptome in full-thickness stomach biopsies between DM patients with delayed gastric emptying and DM controls, who were assumed to have normal gastric emptying (7). In that study, patients with delayed gastric emptying had reduced mRNA expression of several genes related to innate immunity (7). Some DGE patients also have increased chemosensitivity during enteral lipid infusion, which is correlated with the severity of daily symptoms (8). The specific pathogenic mechanisms responsible for DGE are unclear; metabolic, endocrine, and inflammatory changes are probably involved. These disturbances have similar and diverse effects on vital functions (e.g., hepatocyte metabolism, cardiac output, skeletal muscle contraction, insulin production, and neuronal health) in DM (9). More broadly, studies conducted in blood or peripheral mononuclear cells provide compelling evidence that DM has systemic effects on epigenetic regulation, inflammation, and immunity (4, 10, 11). Here, we utilized duodenal mucosal biopsies as surrogates for gastric neuromuscular tissue, which cannot be routinely sampled, to compare the expression of mRNAs and microRNAs (miRNA), which are potent regulators of mRNA stability, between patients with DGE and healthy controls, as well as to investigate the relationship between the transcriptome and clinical features in DGE. All patients with DGE had symptoms of dyspepsia and were categorized, based on the gastric emptying of solids, into DM patients with normal or delayed gastric emptying.

## Results

### Clinical features, gastric emptying, and endoscopy.

The age, sex distribution, and BMI were not significantly different between 24 controls and 40 patients of whom 23 and 17 had type 1 and 2 DM, respectively (Table 1). Similar to the comparison between expression of mitochondrial genes and in vivo parameters (e.g., gastric emptying), the 22 and 5 DM patients with normal and rapid GE, respectively, are combined in Table 1. Of the 24 controls, 18 (75%), 2 (8%), and 4 (17%), respectively, had normal, delayed, and rapid GE. Thirty patients had peripheral neuropathy, 16 had nephropathy, and 16 had retinopathy (12 patients had only peripheral neuropathy, 5 had only autonomic neuropathy, and 13 had both peripheral and autonomic neuropathy). Medications for DM included insulin (32 patients), metformin (11 patients), sulfonylureas (2 patients), thiazolidinediones (1 patient), DPP-IV inhibitors (2 patients), SGLT2 inhibitor (1 patient), and GLP1 receptor agonist (1 patient). None of the participants were taking NSAIDs, systemic corticosteroids, or other immunosuppressive drugs. Fourteen patients were on acid suppressants; 6 were taking nortriptyline or amitriptyline, up to 50 mg daily; and 2 were taking gabapentin, up to 300 mg daily.

Patients predominantly had dyspepsia (*n* = 26), nausea and vomiting (*n* = 10), or abdominal pain or bloating (*n* = 4) (Table 1). The HbA1c, DM duration, and gastrointestinal symptoms were not significantly different between DGE patients with delayed versus nondelayed GE (Table 1).

### Endoscopy.

Among 40 patients and 21 controls who underwent upper endoscopy, 15 patients and 12 controls had normal findings. Other participants had fundic or gastric polyps (7 patients and 1 control), retained food in the stomach (9 patients), experienced gastric or antral erythema or erosions (7 patients and 4 controls), had a gastric ulcer (1 control), and experienced esophagitis (2 patients and 3 controls). However, no participants had endoscopically visible duodenal mucosal injury.

### mRNA expression of genes.

There were 3175 differentially expressed genes (FDR < 0.05) in patients versus controls. Out of these, 1558 and 1617 genes were down- and upregulated, respectively, in DGE (Figure 1A and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.143596DS1). Among these, 86 genes were differentially expressed with a |log_2_ fold change| (|log_2_FC|) ≥ 1. In the Ingenuity Pathway Analysis (IPA) (https://digitalinsights.qiagen.com) and Kyoto Encyclopedia of Genes and Genomes (KEGG) (https://www.genome.jp/kegg) analysis, the most significant pathways were oxidative phosphorylation (OXPHOS) and mitochondrial dysfunction. The KEGG analysis also identified pathways that pertain to ribosomes and proteasomes. The IPA identified signaling by EIF2, sirtuins, EIF4, p70S6K, mTOR, and protein ubiquitination pathways (Figure 1B).

### Expression of mitochondrial DNA–encoded genes.

Compared with controls, the mRNA expression for 12 of 13 mitochondrial DNA–encoded (mtDNA-encoded) protein-coding genes, which are components of complexes I, III, IV, and V of the electron transport chain, both mtDNA-encoded rRNAs, which are components of the mitochondrial ribosome and 9 of 22 mtDNA-encoded transfer RNAs (tRNAs), were all reduced in DGE (FDR < 0.05 for each gene) (Table 2 and Figure 2, A and B). Among these differentially expressed genes, 7 protein-coding genes (*MT-ND1*, *MT-ND2*, *MT-ND4L*, *MT-ND5*, *MT-ND6*, *MT-ATP6*, *MT-ATP8*), both rRNAs and 1 tRNA (*MT-TV*) were differentially expressed with a log_2_FC less than or equal to –1.

### Expression of nDNA genes encoding for mitochondrial proteins.

Of 1158 mitochondrial proteins in MitoCarta 2.0, 1145 proteins are encoded by nuclear DNA. Of these 1145 nuclear genes, 255 (22%) were upregulated (FDR < 0.05) in DGE. However, FC were modest and ranged from 1.1 to 1.6 (Supplemental Tables 2 and 3). The overlap was significant with a hypergeometric test *P* value of 1.8 × 10^–79^. These nDNA-encoded genes subserve mitochondrial functions such as OXPHOS (Figure 3), carbohydrate metabolism, mitochondrial stress response, protein translocation into mitochondria, mitochondrial translation machinery, mitochondrial iron sulfur cluster assembly, and antioxidant processes (Supplemental Table 3). The mitochondrial stress response genes that were upregulated in DGE include mitochondrial chaperones (*HSP60*, *HSP10*, *GRP75*), mitochondrial quality control proteases (*YME1L1*, *OMA1*), antioxidant genes (*GPX1*, *GSTA3*, *PRDX1*, *PRDX2*, *PRDX3*), translocases of inner and outer mitochondrial membrane (*TIMM23*, *TIMM17A*, *TIMM17B*), transcription factor A, and mitochondrial (*TFAM*). Among mitophagy-related genes, *ULK1* and *BNIP3* were downregulated, and *FUNDC1*, *PHB2*, *PARK7*, and *PARL* were upregulated (Figure 4).

### Other differentially expressed genes.

Expression of several proteasomal lid, base, and core subunit genes were increased in DGE. Other genes necessary for protein ubiquitination — such as *UBB*, *UBD*, and *UBE2T* (an E2 enzyme) — were also upregulated in DGE. Among deubiquitinating enzymes, *UCHL3* had greater expression, while *USP2* and *USP6* had lower expression in DGE.

Thirty-six genes coding for ribosomal proteins of the larger 60S subunit, and 24 genes coding for small (40S) ribosomal proteins, were upregulated in patients versus controls. None of the ribosomal rRNAs were differentially expressed, although multiple small nucleolar RNAs (snoRNAs) involved in rRNA maturation were upregulated in DM (Supplemental Table 1). Eukaryotic translation initiation factors *EIF3I*, *EIF3K*, *EIF3L*, *EIF4A1*, and *EIF4A3*; the translation repressor protein *EIF4EBP1*; and several tRNA synthetases were all upregulated in DGE

### Type 1 versus type 2 DM.

Thirty-two genes were upregulated and 39 genes were downregulated in both type 1 and type 2 DM, versus controls (Supplemental Table 4). These overlapping genes were linked to mitochondrial dysfunction and OXPHOS, sirtuin signaling, and EIF2 signaling (Figure 5).

### Principal component analysis.

A principal component analysis of the probit transformed normalized gene expression data for the 70 OXPHOS genes that were differentially expressed between DGE and segregated controls from DGE. The first 3 principal components (PC1, PC2, and PC3) together explained 89% variability in the expression data. PC1 alone explained 76% of this variability, suggesting a high degree of correlation among the expressions of individual OXPHOS genes. Among patients, (a) a greater PC1 score was associated with reduced and increased expression of 10 of 12 mtDNA (*P* < 0.05) and all 58 nDNA OXPHOS genes (*P* < 0.0001) (Figure 6 and Supplemental Table 5), (b) a higher PC1 score significantly predicted the presence of neuropathy (AUC = 0.79, *P* = 0.01) after adjusting for age, (c) the PC1 score was correlated (*r* = 0.4, *P* = 0.005) with longer gastric emptying half time (t half), and (d) the PC1 score was greater (*P* < 0.05) in patients with delayed (*n* = 13) compared with normal (*n* = 21) gastric emptying (Figure 6), predicting 20% (*P* < 0.01) of the variance (adjusted *R^2^* value) in gastric emptying in the linear regression model. The parameter estimate in this model suggests that 1 SD increase in the PC1 score is associated with an increase of 19 minutes in GE t half. The PC1 score was not correlated with DM duration or complications, or HbA1c.

### miRNA analysis.

Six of 30 differentially expressed (*P* < 0.05) miRNAs were upregulated in DGE (Supplemental Table 6). 

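Small RNA from endoscopic biopsies of the second part of the duodenum was sequenced in 39 patients with DGE and 21 healthy controls, with 1 library per participant. The authors trimmed adapters with Cutadapt and aligned and counted reads on known miRNAs with miRDeep2, within their CAP-miRSeq workflow. They deposited estimated counts that were not scaled to library size, in which a read that fits several precursors can be divided among them. The table held 2822 pairs of a mature miRNA and a precursor, covering 2588 mature miRNAs, and 9.4% of its values had a fraction. Each mature miRNA was represented here by its precursor with the highest total, and the counts were rounded to whole numbers. Library totals then ranged from 2796069 to 14547980 in DGE (median 8267800) and from 3695713 to 13845518 in controls (median 8263915), a difference that was not significant (two-sided permutation test on log10 totals, p = 0.847). The number of miRNAs detected per library was 1031.92 ± 78.4 (SD, n = 39) in DGE and 1026.67 ± 84.9 (SD, n = 21) in controls (two-sided permutation test, p = 0.813). The 5 most abundant miRNAs took 59.5% ± 3.11 (SD, n = 39) of the counts in DGE and 59.8% ± 3.13 (SD, n = 21) in controls. Because the paper's text names the edgeR package but no test, normalization, filter or covariate for miRNAs, TMM normalization, edgeR's filter by expression and its quasi-likelihood test were used, with no covariate. No batch is named in the labels, but the DGE libraries were not alike along the order of the sample list, whose meaning is not stated, so the first 13, middle 13 and last 13 DGE libraries in that order were also compared with all 21 controls. In a scan of all positions along the list, the DGE libraries changed most in hsa-miR-101-3p between positions 30 and 31 (permutation test, p = 1e-05, the smallest these permutations can give), so the last 13 hold libraries from both sides of that position.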

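Of 522 miRNAs that passed the filter, 223 had an unadjusted P under 0.05. At the study's thresholds, which add an absolute log2 fold change over 0.5, 43 miRNAs were differentially expressed, of which 13 were higher and 30 were lower in DGE. The largest absolute log2 fold change among them was 0.85, and 41 of the 43 also had a Benjamini-Hochberg adjusted p under 0.05 over all miRNAs tested. At that adjusted threshold without a limit on fold change, 163 miRNAs differed, 74 higher and 89 lower. The smallest P belonged to hsa-miR-101-3p. Among the 10 miRNAs with the smallest P at the study's thresholds, 3 are outside Table 3. hsa-miR-21-3p was lower in DGE, with a log2 fold change of -0.69 (standard error 0.15). This fold change ranged from -0.76 to -0.49 across 60 fits that each left out 1 library, of which 59 passed both thresholds. P was highest without control replicate C4. Controls C4 and C1 had 223.9 and 168.2 CPM (counts scaled to the library total with TMM factors). The next highest control, C7, had 90.7 CPM. Of 39 DGE libraries, 30 lay below the control median. Each fit kept C4 or C1, so whether the difference holds without both is not shown. hsa-miR-671-3p and hsa-miR-1468-5p were higher, with log2 fold changes of 0.53 (standard error 0.12) and 0.63 (standard error 0.14). After removal of each library's trend with GC content, hsa-miR-671-3p was 0.43, no longer past 0.5. In that fit hsa-miR-1468-5p was 0.60 and hsa-miR-21-3p -0.70. The 5 most abundant miRNAs, hsa-miR-192-5p, hsa-miR-215-5p, hsa-miR-148a-3p, hsa-miR-143-3p and hsa-miR-21-5p, did not differ between the groups over all libraries, with log2 fold changes from -0.10 to 0.11 and unadjusted P from 0.164 to 0.994. In the middle 13 DGE libraries against all controls, hsa-miR-192-5p was 0.30 (unadjusted P = 0.0171) and hsa-miR-143-3p -0.21 (unadjusted P = 0.0437). All other values of these 5 in the first, middle and last 13 had an unadjusted P of 0.05 or more. Among the alternatives to the processing, the low-count filter moved the count most. It was 185 among 2006 miRNAs with no filter beyond 1 count in total. One control library also carried weight. Without control replicate C4, 25 miRNAs passed the study's thresholds, 12 higher and 13 lower, and 24 of them were among the 43. The difference also depended on which DGE libraries were compared. Against all controls, the first 13 DGE libraries in list order gave 150 miRNAs with an adjusted p under 0.05 and the middle 13 gave 201. The last 13 gave 0, with an unadjusted P under 0.05 for 18 of 502 miRNAs. Between the first 13 and the last 13 DGE libraries themselves, 79 miRNAs had an adjusted p under 0.05. In the last 13, hsa-miR-671-3p and hsa-miR-1468-5p had log2 fold changes of 0.06 (unadjusted P = 0.664) and 0.22 (unadjusted P = 0.263), and hsa-miR-21-3p one of -0.56 (unadjusted P = 0.0285, and 0.0792 with C4 also left out).

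**Figure D1:**
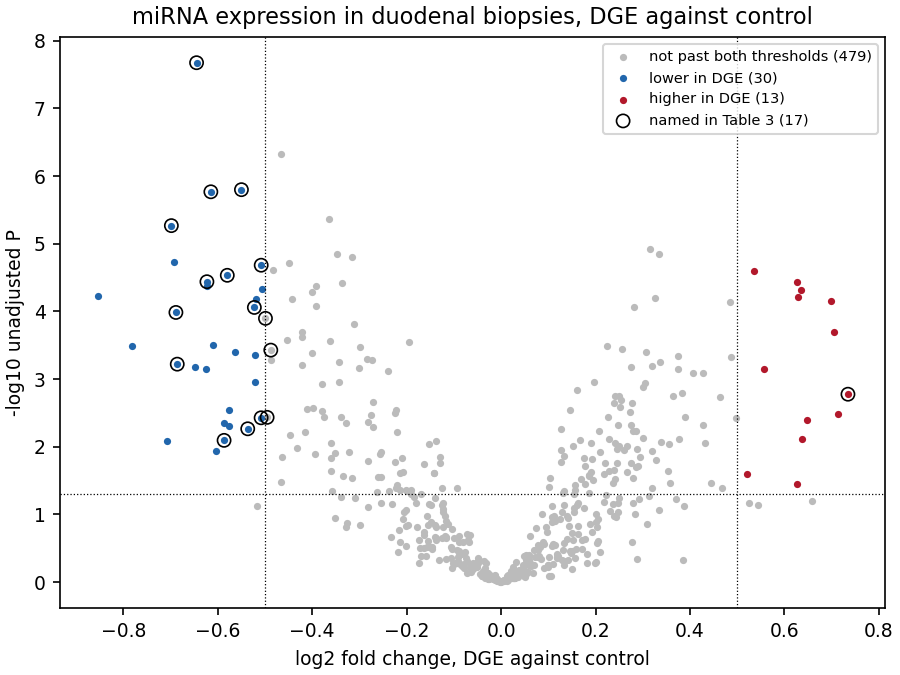
Log2 fold change in DGE against controls (horizontal axis) and -log10 of the unadjusted P (vertical axis) of the 522 miRNAs tested, one point per miRNA. Dotted lines mark the study's thresholds, blue points are the 30 miRNAs lower in DGE, red points the 13 higher, and black rings the 17 miRNAs of Table 3.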

The miRNA target filter identified 248 anticorrelated miRNA-mRNA pairs in our data (Supplemental Table 7). Of these, 36 miRNA-mRNA pairs included 17 miRNAs that target mRNAs, which code for mitochondrial proteins (Table 3). 

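The mRNA libraries and the target predictions were not used here, so the values here concern the miRNA side of these pairs. All 17 miRNAs of Table 3 passed the expression filter, with mean expression from 4.65 CPM (counts scaled to the library total with TMM factors) for hsa-miR-374b-3p to 3013 CPM for hsa-miR-451a. All 17 had an unadjusted P under 0.05 and an adjusted p under 0.05 in edgeR's quasi-likelihood test, both over all miRNAs tested and adjusted over the list alone. The study chose the list on these samples, so the second adjustment is not independent evidence. With the limit on fold change, 14 of the 17 passed both thresholds. The other 3, hsa-miR-193b-3p, hsa-miR-29c-3p and hsa-miR-34c-5p, had log2 fold changes of -0.50, -0.49 and -0.50, each with an absolute value just under 0.5. Upper quartile factors in place of TMM moved this count most among the alternatives to the processing, to 10 of 17. Without control replicate C4, 7 of the 17 passed both thresholds, 16 had an unadjusted P under 0.05, and 13 had an adjusted p under 0.05. hsa-miR-101-3p and hsa-miR-138-5p each come from 2 precursors, and their reads were divided between these in the deposited counts. Of the 17, 16 passed both thresholds in the first 13 DGE libraries in list order against all controls, 17 in the middle 13 and 0 in the last 13, where 4 had an unadjusted P under 0.05, and 2 when control replicate C4 was also left out.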

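The log2 fold changes of the 16 miRNAs of Table 3 other than hsa-miR-7974 ranged from -0.70 for hsa-miR-30b-5p (standard error 0.14) to -0.49 for hsa-miR-29c-3p (standard error 0.13), with a median of -0.56. Expression of hsa-miR-30b-5p was 557.5 ± 202.1 CPM (SD, n = 39) in DGE and 904.5 ± 481.1 CPM (SD, n = 21) in controls. Among these 16, between 23 (hsa-miR-190a-5p) and 36 (hsa-miR-127-5p and hsa-miR-582-5p) of the 39 DGE libraries lay below the control median. hsa-miR-7974 was higher in DGE, with a log2 fold change of 0.73 (standard error 0.22, adjusted p = 0.0108 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its expression was 6.99 ± 5.97 CPM (SD, n = 39) in DGE and 4.21 ± 1.44 CPM (SD, n = 21) in controls, and 28 of 39 DGE libraries lay above the control median. Across 60 fits that each left out one library, its log2 fold change stayed between 0.58 and 0.77. DGE replicates P6 and P7, which are both among the first 13, had 30.5 and 29.6 CPM. No other DGE library was above 11.5 CPM (P23). Each of these fits kept P6 or P7, so they do not show whether the difference holds without both. The MIR7974 hairpin lies on chromosome 19 of GRCh38 from 11495544 to 11495622, on the minus strand, in an intron of ZNF653. The direction of each of the 17 was the same when control replicate C4 was left out, but the median of the 16 was then -0.47. In that fit the log2 fold change of hsa-miR-190a-5p was -0.22, with an unadjusted P of 0.149. Against all controls, the median of the 16 was -0.86 in the first 13 DGE libraries in list order, -0.84 in the middle 13 and -0.27 in the last 13, and the log2 fold change of hsa-miR-7974 was 1.26, 0.53 and 0.04. All 17 kept their direction in these 3 fits. The last 13 hold libraries from both sides of the position found in the scan, so the direction there is that of a mixture. With control replicate C4 also left out, the median in the last 13 was -0.15, and 14 of the 17 kept their direction, the exceptions being hsa-miR-190a-5p, hsa-miR-193b-3p and hsa-miR-29c-3p with log2 fold changes of 0.08, 0.05 and 0.0066.

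**Figure D2:**
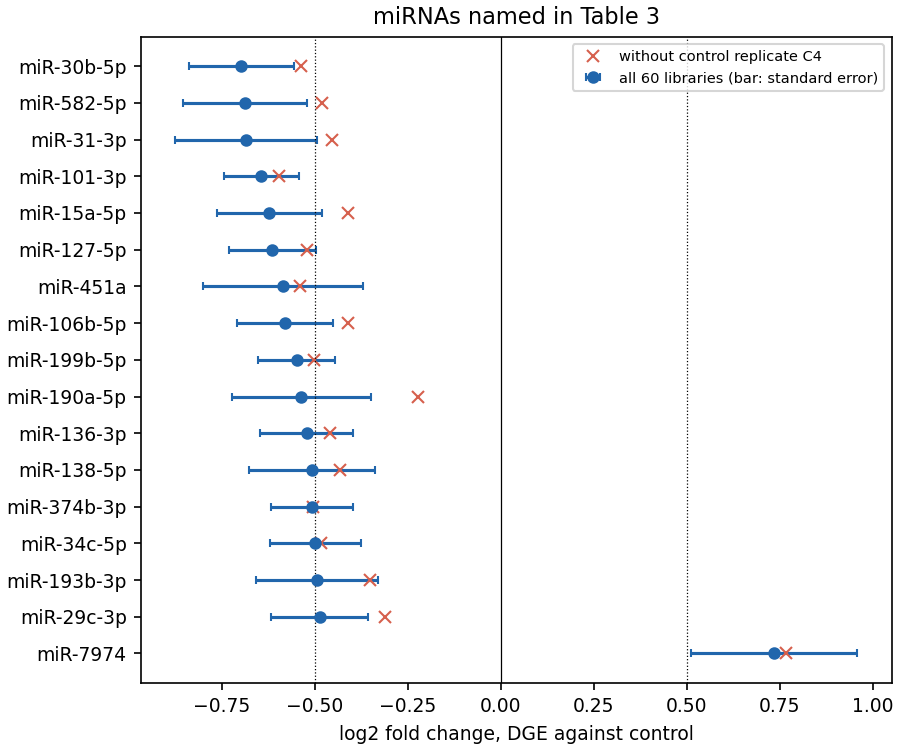
Log2 fold change in DGE against controls (horizontal axis) of each of the 17 miRNAs of Table 3 (vertical axis). Circles with bars give the value and standard error over all 60 libraries, crosses give the value without control replicate C4, and dotted lines mark an absolute log2 fold change of 0.5. Without that library, 15 of the 16 reduced miRNAs still had an unadjusted P under 0.05.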

Except for miR-7974 (log_2_FC = 0.7), which is the only miRNA that targets a mtDNA-encoded gene, the expression of all these miRNAs was reduced in DGE (log_2_FC ranging from –0.74 to –0.53), consistent with the upregulation of their targets. The miRNAs that were predicted to regulate differentially expressed OXPHOS genes include hsa-miR–101-3p, hsa-miR–193b-3p, hsa-miR–29c-3p, hsa-miR–451a, hsa-miR–582-5p, and hsa-miR–7974.

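Of these 6 miRNAs, hsa-miR-101-3p differed most clearly, with 415.5 ± 130 CPM (SD, n = 39) in DGE and 649.6 ± 141.1 CPM (SD, n = 21) in controls. Its log2 fold change was -0.64 (standard error 0.10, adjusted p = 1.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 34 of 39 DGE libraries lay below the control median. Its precursors are MIR101-1, in an intron of JAK1 on chromosome 1 of GRCh38 (65058434 to 65058508, minus strand), and MIR101-2, in an intron of RCL1 on chromosome 9 (4850297 to 4850375, plus strand). Its CPM values count only the reads assigned to MIR101-2 (total 246112.5), not those assigned to MIR101-1 (225204.5). They therefore understate the abundance of the mature miRNA. hsa-miR-582-5p, from an intron of PDE4D on chromosome 5 (59703606 to 59703703, minus strand), was 7.24 ± 2.69 CPM (SD, n = 39) in DGE and 11.7 ± 7.98 CPM (SD, n = 21) in controls. Its log2 fold change was -0.69 (standard error 0.17, adjusted p = 0.00155). hsa-miR-29c-3p, from an exon of the noncoding gene MIR29B2CHG on chromosome 1 (207801852 to 207801939, minus strand), was 46.8 ± 15.3 CPM (SD, n = 39) in DGE and 65.6 ± 36.8 CPM (SD, n = 21) in controls (adjusted p = 0.00398). hsa-miR-193b-3p, from an intron of the noncoding gene MIR193BHG on chromosome 16 (14303967 to 14304049, plus strand), was 12.0 ± 5.61 CPM (SD, n = 39) in DGE and 17.0 ± 8.89 CPM (SD, n = 21) in controls (adjusted p = 0.0183). The hsa-miR-451a hairpin lies on chromosome 17 (28861369 to 28861440, minus strand). Expression of hsa-miR-451a was 2563 ± 1551 CPM (SD, n = 39) in DGE and 3849 ± 3404 CPM (SD, n = 21) in controls, a log2 fold change of -0.59 (standard error 0.21, adjusted p = 0.0323). hsa-miR-451a is abundant in red blood cells. Its unadjusted P rose to 0.0615 when control replicate C8 was left out, and without control replicate C4 the adjusted p of hsa-miR-193b-3p and hsa-miR-451a was 0.0826 and 0.0625. Without C4 the log2 fold change of hsa-miR-29c-3p was -0.31 (adjusted p = 0.0306) and that of hsa-miR-582-5p -0.48 (adjusted p = 0.0140). In the last 13 DGE libraries in list order against all controls, the log2 fold change was -0.26 for hsa-miR-101-3p (unadjusted P = 0.0226), against -0.90 in the first 13 and -0.97 in the middle 13. It was -0.35 for hsa-miR-582-5p, -0.17 for hsa-miR-29c-3p, -0.09 for hsa-miR-193b-3p and -0.34 for hsa-miR-451a in the last 13, each with an unadjusted P of 0.05 or more. With C4 also left out, hsa-miR-101-3p was -0.21 in the last 13 (unadjusted P = 0.04), and hsa-miR-29c-3p and hsa-miR-193b-3p were 0.0066 and 0.05. The paper relates the lower expression of the reduced Table 3 miRNAs to the higher expression of their predicted mRNA targets. In its Discussion it proposes that the differentially expressed miRNAs may account in part for the altered expression of mitochondrial genes in the duodenal mucosa.

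**Figure D3:**
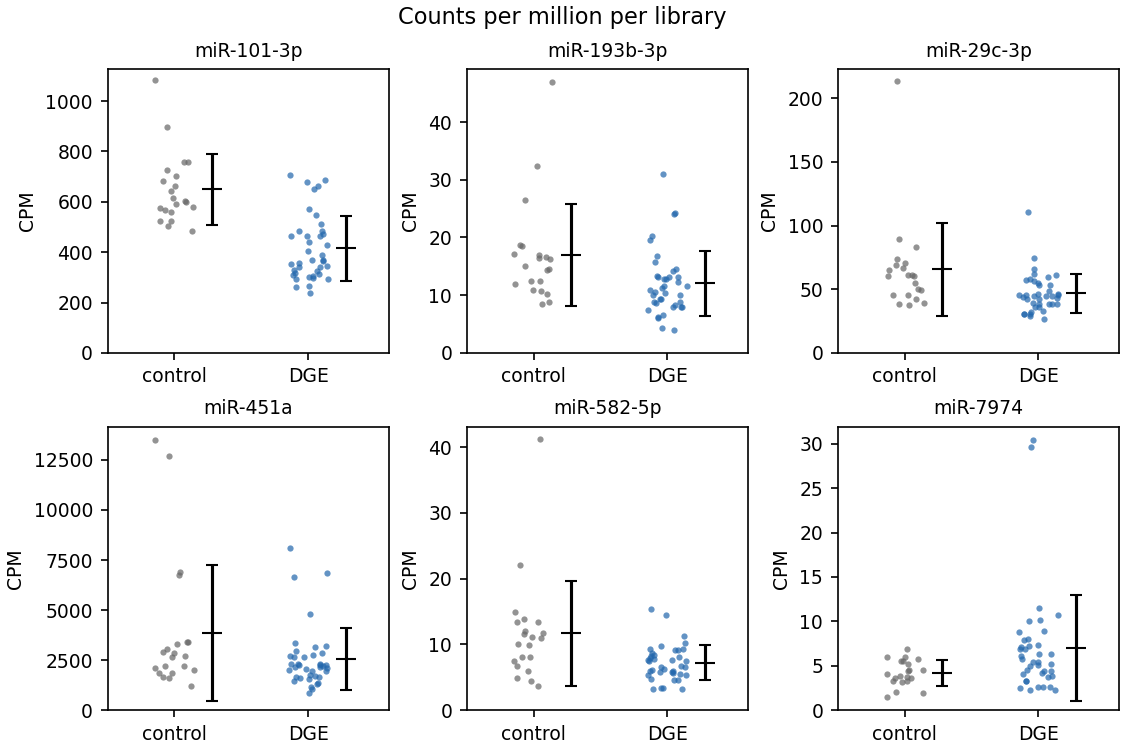
CPM (vertical axes, starting at 0) of the 6 miRNAs in each control and DGE library. hsa-miR-101-3p is counted on its precursor MIR101-2 alone. Points are libraries, and the black line and bar beside them give the mean and SD of 21 controls and 39 DGE libraries, whose ranges overlap for each of the 6.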

### Motif analysis.

There were 118 enriched motifs in the core promoters of 3175 differentially expressed genes (E value [estimate of the expected number of motifs with the given log likelihood ratio or higher, and with the same width and site count, that one would find in a similarly sized set of random sequences] < 0.05, JASPAR 2018 core vertebrate nonredundant database [see Methods]) (Supplemental Table 8). Among the most enriched motifs — excluding general transcription factors — were NRF1, GABPA, YY1, CREB1, and the MEF2 family of transcription factors associated with expression of mitochondrial genes. NRF1, GABPA, and YY1 are predicted to bind 17%, 14%, and 10% of the promoters, respectively (Figure 7 and Supplemental Tables 9–11). Other transcription factors (e.g., KLF, ETS, Fox, and AP-1 families) were also identified. These results were confirmed using a second transcription factor network analysis, WebGestalt (WebGestalt.org) that queried 3175 differentially expressed genes against curated GSEA databases (http://www.webgestalt.org/) for transcription factor target genes. We found significant enrichment for many of the same transcription factors, including NRF1, GABPA, YY1, ELK1, and USF.

### Mitochondrial morphology.

Assessed in 40 DM patients and 21 controls, the average mitochondrial area (controls, 75164 nm^2^ [30919 nm^2^]; DM, 81617 nm^2^ [41359 nm^2^]), average matrix density (controls, 0.014 [0.004]; DM, 0.013 [0.004]), crista density (controls, 1.3 [0.7] per mitochondria; DM, 1.3 [0.96] per mitochondria), and mitochondrial circumference (controls, 1008 nm [199 nm]; DM, 1050 nm [255 nm]) (brackets indicate SD) were not significantly different between DGE and controls. Likewise, these parameters were not different between patients with normal or rapid versus delayed GE (data not shown). The mitochondrial density (i.e., number of mitochondria per image averaged over 30 fields in each participant) was significantly lower in DM patients than controls (Figures 8, A–D and F; *P* = 0.02). Some patients but no controls had morphologic alterations such as mitochondrial vacuolization and disorientation of cristae (Figure 8E). Among DM patients, the mitochondrial density was correlated with the expression of 9 of 12 mtDNA OXPHOS genes that were downregulated in DM patients (Figure 8G).

## Discussion

There were 3175 differentially expressed duodenal mucosal genes between DGE and healthy controls. The pathways that were most significantly enriched with the differentially expressed genes were OXPHOS and mitochondrial dysfunction. Compared with controls, the duodenal mucosal expression of several mtDNA-encoded and nDNA-encoded genes were reduced and increased in DGE. A principal component, which was defined by reduced expression of 10 of 12 mtDNA and increased expression of all 58 nDNA OXPHOS genes, was associated with a neuropathy and with delayed GE in DGE. Mitochondrial density was significantly lower in DGE patients than controls and correlated with the reduced expression of mtDNA-encoded OXPHOS genes in DGE patients. These differences in mtDNA- and nDNA-encoded mitochondrial genes were inversely correlated with several differentially expressed miRNAs. Together, these findings suggest a role for clinically relevant mitochondrial disturbances in DGE. These inferences are based on associations; they do not confirm cause and effect. Because we did not study DM patients without gastrointestinal symptoms, which disturbances are related to DM per se are unknown.

Among DGE patients, the reduced mucosal expression of mtDNA and increased expression of nDNA-encoded OXPHOS genes was associated with a neuropathy and with delayed gastric emptying. The differences in mucosal OXPHOS gene expression are consistent with the widespread manifestations of mitochondrial injury (e.g., on hepatocyte metabolism, cardiac output, skeletal muscle contraction, insulin production, and neuronal health) in DM (9, 12). More broadly, studies conducted in blood or peripheral mononuclear cells provide compelling evidence that DM has systemic effects on epigenetic regulation, inflammation, and immunity (4, 10, 11). Although mucosal biopsies contained mRNA for *VIP*, which is the most abundant neuronal population in the submucosal plexus, and glial markers (e.g., *Sox10*, *GFAP*, and *S100B)*, the observed differences in expression of mitochondrial genes probably reflect effects on duodenal mucosa rather than nerves. Because assessment of myenteric neurons requires full-thickness gastrointestinal biopsies, which are seldom performed in clinical practice, or even in research, mucosal biopsies provide a minimally invasive marker of clinically relevant mitochondrial disturbances in DGE. However, the use of duodenal mucosal biopsies as surrogate markers of full-thickness biopsies needs to be validated. In the stomach, there are few intrinsic primary afferent neurons in the submucosa; peristalsis is programmed by slow waves initiated by the interstitial cells of Cajal. By comparison, the findings of duodenal mucosal biopsies are probably more relevant to motor function because nerves in the small intestine serve as sensory terminals of intrinsic primary afferent neurons and the afferent limb of the peristaltic reflex (13), as well as the vagal reflexes regulating gastric emptying in response to chemical signals (14). In addition to assessing the mitochondria, assessment of the morphology and density of duodenal mucosal nerves may provide a useful surrogate marker of autonomic neuropathy in patients with type 1 DM gastroparesis akin to the stomach (15).

Among the mtDNA genes, the changes are substantial; the expression of 12 of 13 protein coding genes, both rRNAs and 9 of 22 tRNAs, was reduced. These findings could be explained by reduced mtDNA copy number (e.g., due to loss of mitochondria), mtDNA mutations, damage to mtDNA, impaired transcription (16), or a combination. Similar disturbances have been implicated to cause end-organ dysfunction in DM patients and animal models (17). The activity of mitochondrial electron transport chain complexes, which are partly encoded by mtDNA, are also impaired in the skeletal muscle of T2DM patients (18), as well as in the kidneys (19) and dorsal root ganglia of diabetic rats (20). Perhaps retrograde signaling from the mitochondria to the nucleus explains why reduced mtDNA gene expression was associated with increased expression of several nDNA genes that code for mitochondrial proteins (21). This retrograde signaling is mediated by 4 mechanisms (i.e., biogenesis, mitochondrial fusion/fission, mitophagy, and movement) that serve to restore mitochondrial homeostasis (21). For example, aging is accompanied by reduced cytochrome c–oxidase (COX) activity, which is encoded by mtDNA, and increased SDH complex activity, which is entirely coded by nDNA (22). This mitochondria-nuclear crosstalk is conserved among species. Indeed, several nuclear genes that are involved in mitochondrial biogenesis were upregulated, to a modest extent (log_2_FC < 1), both in rho^0^ (i.e., mtDNA devoid) yeast cells (23) and in this study, possibly in response to a primary reduction in mitochondrial density. This list includes components of respiratory complexes (*COX5B*, *COX14*), cytochrome oxidase assembly factors (*PET100*), ubiquinone synthesis genes (*COQ5*, *COQ3*), mitochondrial ribosomal proteins (*MRPL17*, *MRPL13*, *MRPL3*, *MRPL36*, *MRPL27*, *MRPL35*), and translocases of the inner and outer mitochondrial membranes (*TIMM17*, *TOMM6*). The expression of selected TCA genes (e.g., isocitrate dehydrogenase 1 [*IDH1*] and malate dehydrogenase 1 [*MDH1*]) that serve to provide metabolic intermediates for anabolic processes was also increased (23, 24). Several upregulated nDNA genes that subserve OXPHOS and TCA (e.g., *ATP5J*, *COX7B*, *NDUFB1*, *NDUFB8*, *SDHC*, and *FH*) are also increased in DM patients with rapidly progressive nephropathy (25).

The expression of mtDNA and nDNA OXPHOS genes was negatively and positively correlated, respectively, with PC1, which suggests that PC1 reflects the severity of the mitochondrion-nucleus imbalance. The PC1 score predicted a neuropathy and prolonged gastric emptying t half in DGE. We suspect that the mitochondrion-nucleus imbalance in duodenal mucosal gene expression, which was more severe in patients with neuropathy, reflects a global imbalance in mitochondrial gene expression in this subset of DM patients. Indeed, prolonged mitochondrial retrograde signaling and impairment of OXPHOS cause neuronal dysfunction (26). Oxidative stress and abnormal mitochondrial functions play key roles in the pathogenesis of diabetic neuropathy and degenerative neuropathies (6, 27). Several emerging therapeutic options for restoring mitochondrial function have entered clinical trials (28).

It seems likely that oxidative stress associated with suboptimal glycemic control, which has also been demonstrated in the gut (29), damages the mtDNA, as observed in this study, and decreases duodenal mucosal expression of mtDNA genes in DGE. Hyperglycemia increases the production of pyruvate. As a result, more reducing equivalents enter the electron transport chain, resulting in mitochondrial membrane hyperpolarization and generation of free radicals (30). Mitochondria are the predominant source of reactive oxygen species in DM (31). mtDNA is particularly susceptible to oxidative damage because it is in close proximity to the electron transport chain and repair capacity is limited. mtDNA damage could then lead to mitochondrial depletion via increased mitophagy (32). Indeed, some mitophagy-related genes (*FUNDC1*, *PHB2*, *PARK7*, *PARL*) were upregulated in the DGE samples.

Several nucleus-encoded mitochondrial stress response protein genes such as *HSP60*, *HSP10*, and *MT-HSP70* (mitochondrial chaperonins); *YME1L1* and *OMA1* (quality control proteases); and *GPX1*, *PRDX3*, *PRDX4*, and *PRDX5* (antioxidant genes) were also upregulated in DGE. These alterations are consistent with the mitochondrial unfolded protein response (UPR-mt), which is induced by depletion of mtDNA and the resulting imbalance in the ratio of mitochondrial and nuclear proteins (33). The serum and saliva concentrations of mitochondrial chaperonin HSP60, a component of the UPR-mt, is also increased in DM (34). Proteasome-based protein ubiquitination represents yet another mitochondrial quality control pathway (35), which may explain the upregulation of most proteasomal subunits and other related genes (e.g., ubiquitin B, ubiquitin D, ubiquitin conjugating enzyme E2 T) in DGE.

The motif analysis of differentially expressed genes identified binding sites for several transcription factors, of which NRF1, GABPA, YY1, CREB, and MEF2 family of transcription factors regulate mitochondrial biogenesis (36). The translocation of TFAM, which activates transcription of mtDNA, into the mitochondria is impaired in rats with diabetic retinopathy (37). It is conceivable that similar mechanisms might be responsible for lower mtDNA expression despite higher *TFAM* mRNA levels in DGE.

Of the 30 differentially expressed miRNAs in this study, some with predicted mitochondrial gene targets have been previously linked with DM and its complications. For example, miR-29c was downregulated and associated with atherosclerotic plaques in patients with DM, as well as in STZ-induced DM rats (type1 DM) and Zucker rats (type 2 DM) (38). The expression of miR–15a-5p in urinary exosomes was associated with diabetic nephropathy (39). The expression of miR–190a-5p in lumbar spinal dorsal horns was lower in STZ-induced diabetic mice with neuropathic pain than in healthy mice (40). In addition to the predicted targets in Table 3, miR–101-3p and miR–127-5p — which were downregulated in this study — also control the expression of the mitochondrial ATP-synthase subunit ATP5B, which was also upregulated in DGE (41, 42). 

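hsa-miR-127-5p was 8.11 ± 2.29 CPM (SD, n = 39) in DGE and 12.4 ± 4.64 CPM (SD, n = 21) in controls, with 36 of 39 DGE libraries below the control median. Its log2 fold change was -0.61 (standard error 0.12, adjusted p = 0.000223 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both miRNAs passed the study's thresholds in each of 60 fits that left out one library. The log2 fold change ranged from -0.69 to -0.60 for hsa-miR-101-3p and from -0.66 to -0.52 for hsa-miR-127-5p. The MIR127 hairpin lies on chromosome 14 of GRCh38 from 100882979 to 100883075, in an exon of the noncoding gene MIR493HG on the plus strand and opposite an exon of RTL1. The other arm of this hairpin, hsa-miR-127-3p, was more abundant (mean over all libraries 723.3 CPM, against 9.61 CPM for hsa-miR-127-5p) and did not differ between the groups (log2 fold change -0.09, standard error 0.07, adjusted p = 0.348). Against all controls, the log2 fold change of hsa-miR-127-5p was -0.93 in the first 13 DGE libraries in list order, -0.81 in the middle 13 and -0.27 in the last 13 (unadjusted P = 0.0819), or -0.18 there with C4 also left out. Expression of ATP5B was not analysed here.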

Through posttranscriptional regulation of mitochondria-related genes, these differentially expressed miRNAs may partly explain the altered duodenal mucosal expression of mtDNA- and nDNA-encoded mitochondrial genes and reduced mitochondrial density.

To conclude, DGE is associated with reduced duodenal mucosal expression of mtDNA genes, with a concomitant increase in nDNA-encoded mitochondrial genes. These differences are associated with clinical manifestations (i.e., neuropathy and more prolonged GE) and may be partly explained by differential expression of selected miRNAs. Further experiments should investigate the mechanisms responsible for altered expression of mitochondrial genes in DM and the contribution of specific genes to complications, specifically gastroenteropathy and neuropathy.

## Methods

### Study design and participants.

From June 2014 to April 2017, 40 patients with DGE and 24 healthy volunteers aged between 18 and 70 years were, respectively, identified from our clinical practice and by public advertisement. No participants had significant systemic diseases that may interfere with study objectives or pose safety concerns; neither did they have gastrointestinal surgery other than appendectomy, cholecystectomy, hysterectomy, or inguinal hernia repair. No patients were taking medications that can affect gastrointestinal motility (e.g., amylin analogs, metoclopramide, and opioids), and no patients were pregnant.

### Clinical features.

All patients had symptoms of dyspepsia, as determined by a gastroenterologist. Gastrointestinal symptoms over the preceding 2 weeks were evaluated with the Patient Assessment of Upper Gastrointestinal Disorders-Symptom Severity (PAGI-SYM) questionnaire and summarized as subscores (43). Designed to study patients with a spectrum of symptom severity, the inclusion criteria did not specify a minimum severity for gastrointestinal symptoms. Diabetic neuropathy was defined by abnormal physical examination findings (e.g., diminished or absent reflexes and reduced sensation for light touch, vibration, or pinprick), by abnormal electromyography, or by autonomic (i.e., vagal, sudomotor, or adrenergic) dysfunctions on standardized autonomic function testing where available. Nephropathy was defined by one of the following criteria: (a) a serum creatinine greater than 123.76 μmol/L in males and 106.08 μmol/L in females, (b) proteinuria (i.e., urine protein/osmolarity ratio ≥ 0.2 on a spot urine specimen or urine albumin excretion > 300 mg/day), or (c) microalbuminuria (i.e., urine albumin excretion between 30 and 300 mg/day). A retinopathy was defined by physical examination.

### Gastric emptying and small intestinal transit.

Gastric emptying of solids was assessed with a meal (296 kcal; 32% proteins, 35% fats, and 33% carbohydrates) with 2 eggs labeled with technetium Tc^99m^ (99m technetium pertechnetate) sulfur colloid (1 mCi) and served on 1 slice of bread with milk (8). Rapid and delayed emptying were defined as ≥ 36% emptied at 1 hour and as < 76% emptied at 4 hour, respectively.

### Autonomic functions.

Cardiovagal, adrenergic, and sudomotor functions were evaluated with standardized techniques (8). A semiquantitative composite autonomic severity score (CASS) ranging from 0 to 10 was calculated by combining sudomotor (range, 0–3), cardiovagal (range, 0–3), and adrenergic (range, 0–4) scores that were adjusted for age and sex.

### Upper gastrointestinal endoscopy.

An investigator performed an upper gastrointestinal endoscopy and obtained mucosal biopsies from the second part of the duodenum.

### RNA extraction and sequencing.

RNA was extracted from freshly frozen duodenal tissue using TRIzol (Ambion) and chloroform. After centrifugation (17,000 x *g* for 15 minutes at 4°C), the aqueous phase was purified using an RNeasy Mini Kit (Qiagen) following the manufacturer’s instructions. Total RNA was analyzed using the Agilent Bioanalyzer 2100, and samples had an RNA integrity number of at least 7. The total RNA underwent a size selection process, optimized for mRNA products, and was sequenced on an Illumina HiSeq 4000. The RNA sequencing (RNASeq) files from this experiment can be accessed in GEO under the accession number GSE151497. After sequencing, the mRNA data were processed using Mayo Clinic’s standard RNASeq application, MAPR-Seq v2 (44). The transcriptome used for this analysis was Ensembl’s GRCh38.78 reference. After evaluating mapping percentages, total reads, gene body distribution, and other quality metrics, 21 controls and 39 patient samples looked satisfactory. The Bioconductor edgeR package identified differentially expressed genes with a FDR of 0.05 (45). The GEO datasets (and corresponding secure token numbers) are accessible at https://www.ncbi.nlm.nih.gov/geo; the accession numbers are GSE151497 (secure token, mpanqoukvxerdad), GSE151495 (secure token, ubsxkumgblsvfib), and GSE151496 (secure token, arereoogfnqffov).

### Functional analysis.

IPA and KEGG pathway enrichment analysis were used to determine pathways enriched with the differentially expressed genes. Furthermore, MitoCarta 2.0, a database of 1158 proteins with mitochondrial localization, was used as a reference for nDNA- and mtDNA-encoded mitochondrial genes (46), and a hypergeometric test was performed to assess the significance of overlap between this database and differentially expressed genes in the study.

### Motif analysis.

Core promoter sequences of differentially expressed genes were determined using RSAT (47) with a cutoff of ± 100 bp from the transcription start site. The transcription factor binding motifs in these sequences were determined with Analysis of Motif Enrichment (AME) in the MEME suite (48) using default parameters and were confirmed using a second approach, transcription factor network analysis, in WebGestalt (49) using default parameters. Frequency and location of motifs of interest were quantified with Find Individual Motif Occurrences (FIMO) scanning of core promoter sequences using default parameters (50).

### miRNA sequencing.

The miRNA data were analyzed with the CAP-miRSeq workflow (51), which uses Cutadapt to trim adapter regions and then aligns the data to reference data using MiRDeep2 (52) to detect potentially novel and known miRNAs. The miRNA differential expression analysis was performed using Bioconductor edgeR (45). MicroRNAs were considered to be differentially expressed based on the level of significance of the call (*P* < 0.05) and the magnitude of change of the call |log_2_(FC)| > 0.5.

### Prediction of miRNA targets and construction of integrated miRNA-mRNA networks.

The microRNA Target Filter function in IPA was used to identify regulatory miRNA-target interactions (Ingenuity Systems; http://www.ingenuity.com), similar to previous publications (53). For this purpose, the lists of differentially expressed miRNAs and differentially expressed genes were uploaded to IPA. Experimentally validated and highly predicted targets of the uploaded miRNAs were identified within the list of differentially expressed genes by the microRNA Target Filter function in IPA. This function searches 4 miRNA target databases (TargetScan, miRecords, Tarbase, or Ingenuity expert findings) to determine potential miRNA targets. Subsequently, pairs with anticorrelated expression trends were filtered and selected, and they were used to create a regulatory miRNA-mRNA network.

### Electron microscopy.

The morphology of mitochondria was assessed with digital electron microscopy (JEOL 1400 Transmission Electron Microscopy) at Mayo Clinic. Duodenal mucosal biopsy samples were preserved in Trump’s fixative solution (4% formaldehyde and 0.1% glutaraldehyde in 0.1M phosphate buffer) (Mayo Clinic) overnight at room temperature, mounted on mesh grids, and stained with aqueous uranyl acetate and lead citrate. Thirty fields were randomly visualized at 60,000× in each sample. A region of interest was manually traced around mucosal mitochondria that were fully contained within the borders of the electron microscopy. The ImageJ program (Version 1.5, NIH) was used to measure mitochondrial circumference, area, and density (number of mitochondria per field); matrix density (1/mean gray values); and cristae density (number of cristae per mitochondrion) in all fields (54). The results were averaged per participant.

### Statistics.

The clinical features were compared with Wilcoxon rank sum and Fisher’s exact test. All continuous variables are expressed as mean ± SD, unless specified otherwise. A principal component analysis of 70 differentially expressed OXPHOS genes between patients and controls was performed using probit-transformed normalized expression data using the prcomp function in R. A logistic regression model assessed whether these principal components explained peripheral or autonomic neuropathy. A linear regression model assessed whether these principal components explained gastric emptying t half in DGE. Wilcoxon rank sum test compared the PC1 scores between patients with normal and delayed GE. A *P* value less than 0.05 was considered significant. Statistical analysis was performed using JMP Pro 14 (SAS Institute) and R-3.6.1.

### Study approval.

This study was approved by the Mayo Clinic IRB. Written informed consent was received from participants prior to inclusion in the study.

## Author contributions

SPN analyzed and interpreted the data and drafted the manuscript. DO analyzed and interpreted the data. MS contributed to acquisition and analysis of data. KM interpreted the data and drafted the manuscript. PA interpreted the data. JFP interpreted the data. AE analyzed and interpreted the data and drafted the manuscript. TO interpreted the data and drafted the manuscript. AEB contributed to study concept/design; acquisition, analysis, and interpretation of data; and drafting of the manuscript. All authors critically reviewed the manuscript for important intellectual content.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
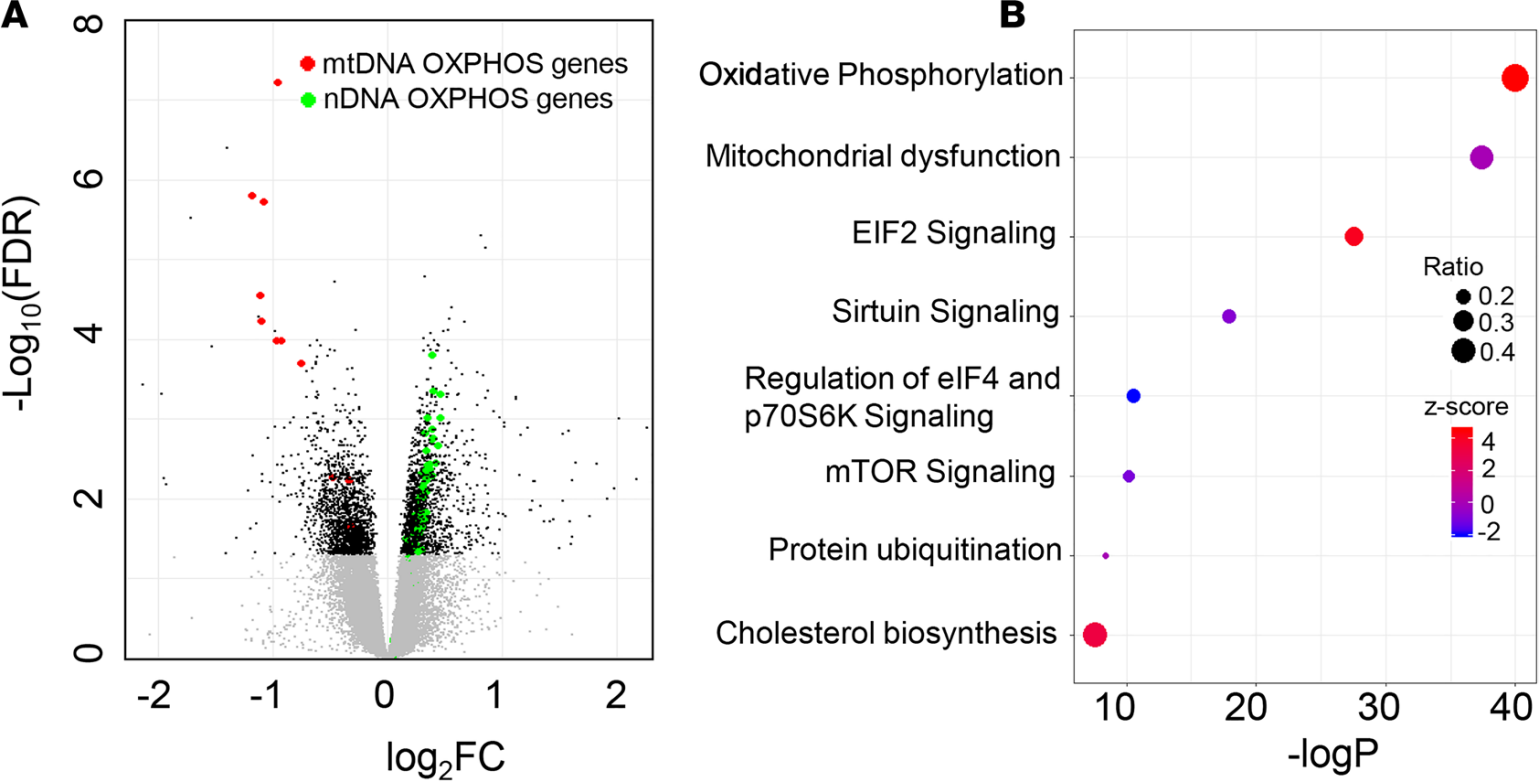
Comparison of duodenal mucosal transcriptome in DGE versus healthy controls. (**A**) Volcano plot of all differentially expressed genes between DGE (*n* = 39) and healthy controls (*n* = 21) analyzed with EdgeR. Gray and black symbols represent genes with FDR ≥ 0.05 and < 0.05, respectively. (**B**) Canonical pathways that are significantly enriched with genes that are differentially expressed between DGE (*n* = 39) and healthy controls (*n* = 21) based on IPA analysis. The bubble size represents the ratio of enrichment, which is the number of genes that belong to the pathway that were differentially expressed in this dataset expressed as a ratio of the total number of genes known to be associated with that pathway. The bubble color represents the *z* score, which is the direction of change in the pathway that is derived from the direction of FC in each gene that was differentially expressed in the pathway. DGE, diabetic gastroenteropathy.

**Figure 2:**
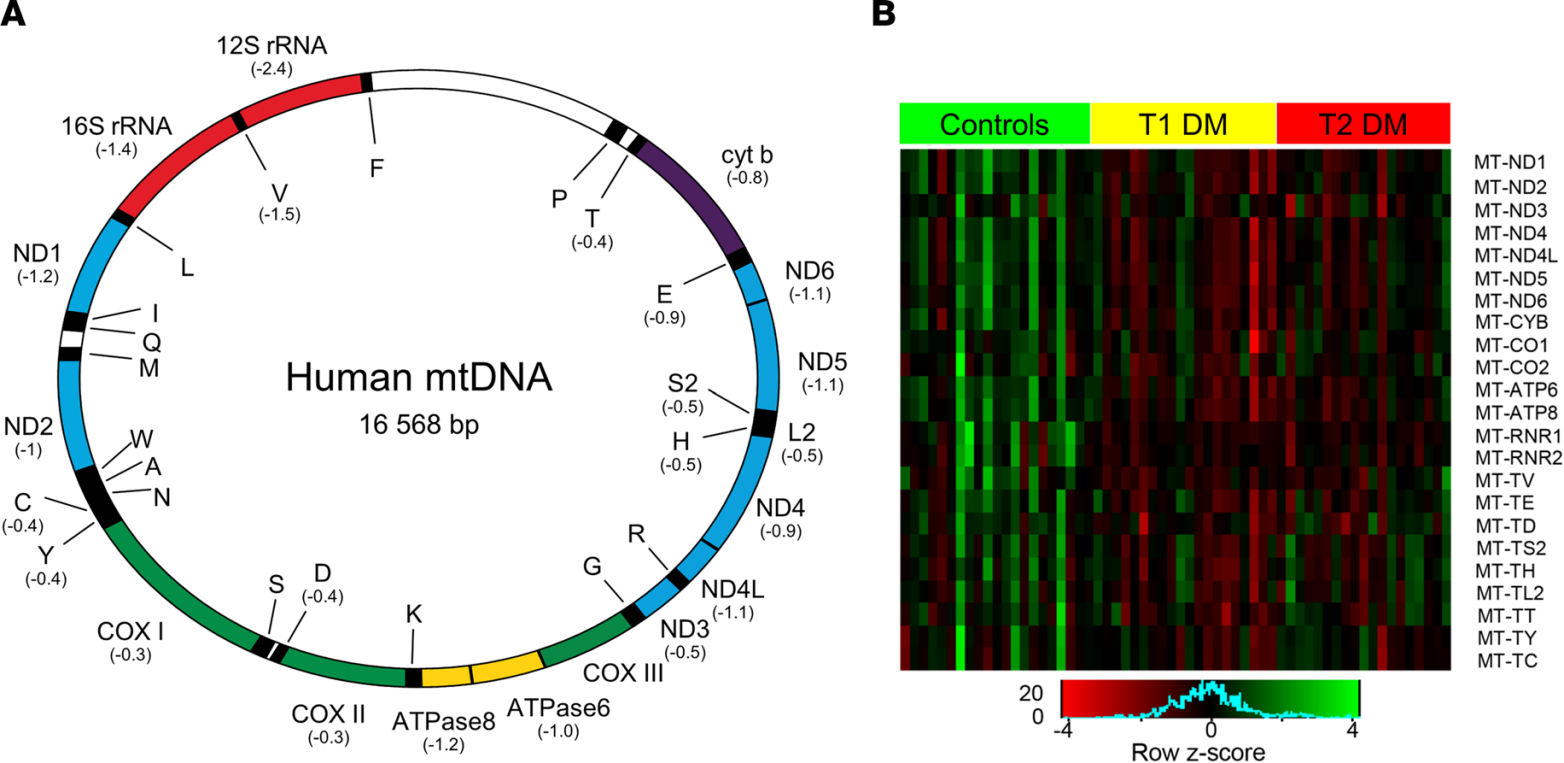
Expression of mitochondrial genes encoded by mitochondrial DNA in DGE (*n* = 39) versus healthy controls (*n* = 21). (**A**) The mitochondrial genome; log_2_FC for individual genes that were significantly differentially expressed are in parentheses. (**B**) A heatmap depicting gene expression (log_RPKM+1_) values for differentially expressed mtDNA genes in patients with DGE (*n* = 39) and healthy controls (*n* = 21). DGE, diabetic gastroenteropathy; RPKM, reads per kilobases per million; mtDNA, mitochondrial DNA.

**Figure 3:**
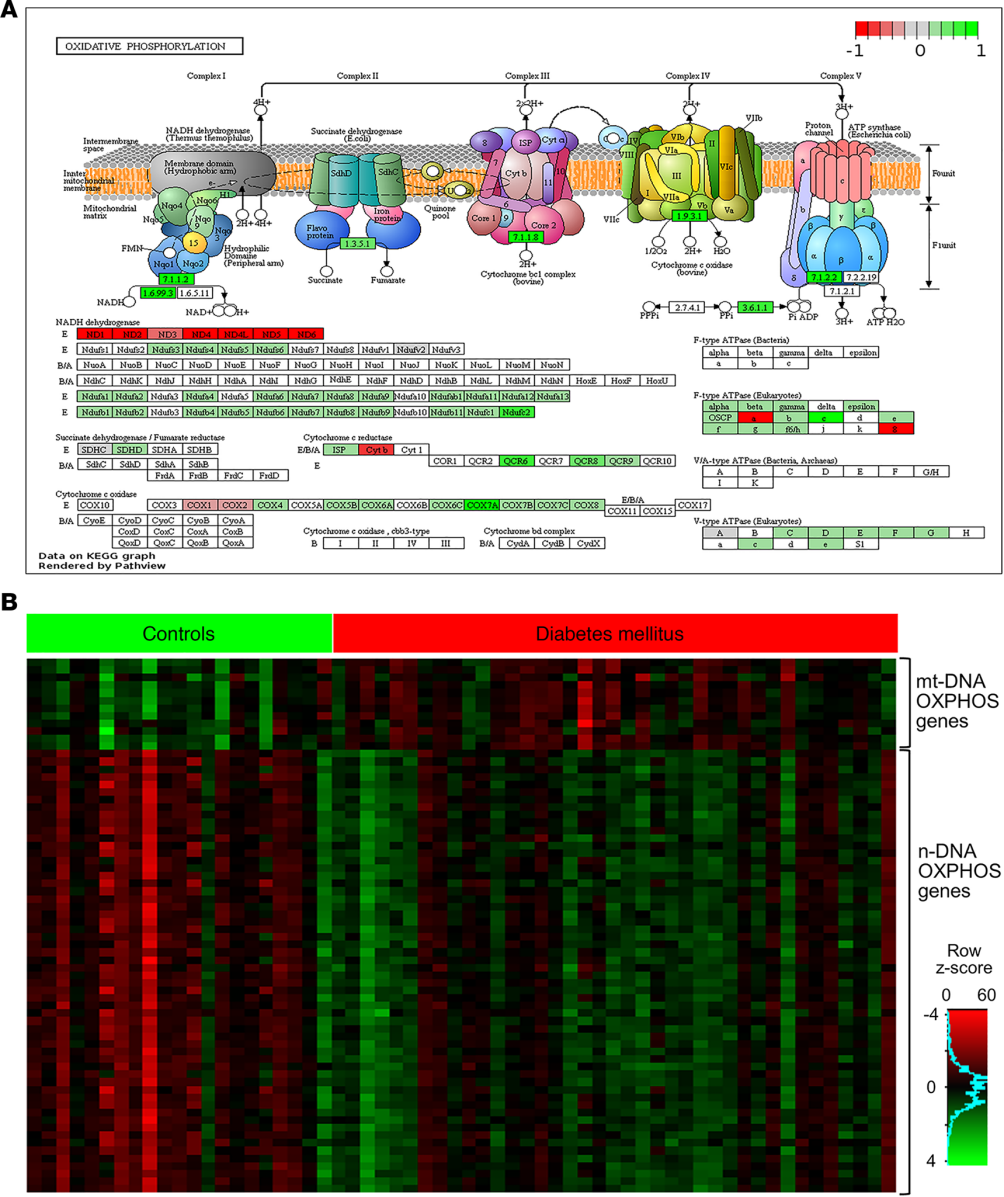
Differentially expressed oxidative phosphorylation genes in DGE (*n* = 39) versus healthy controls (*n* = 21). (**A**) The machinery for oxidative phosphorylation (i.e., complexes 1–4) of the electron transport chain and complex 5 (i.e., ATP synthase). Below, the genes with a FDR < 0.05 are colored in shades of red and green based on the log_2_FC for the gene. Figure created using Pathview (https://academic.oup.com/nar/article-lookup/doi/10.1093/nar/gkx372). (**B**) A heatmap of gene expression values log_RPKM+1_ for differentially expressed OXPHOS genes in patients with DGE (*n* = 39) and healthy controls (*n* = 21). OXPHOS, oxidative phosphorylation; DGE, diabetic gastroenteropathy; RPKM, reads per kilobases per million.

**Figure 4:**
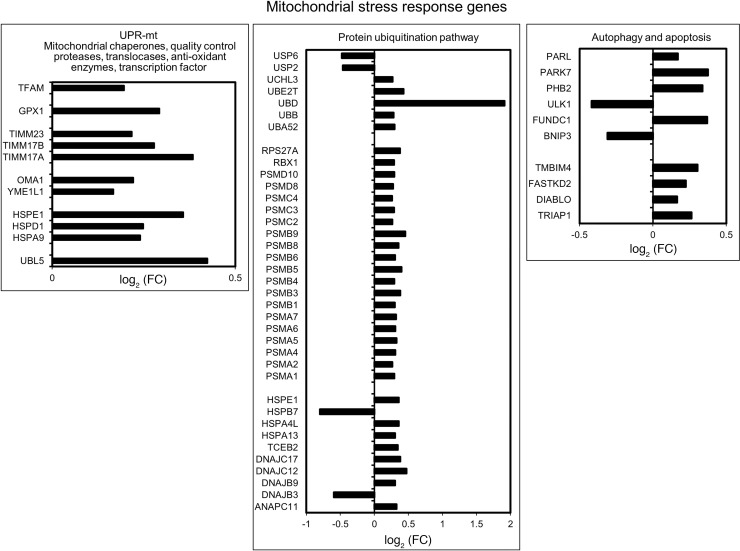
Mitochondrial stress response genes. Mitochondrial stress response genes that are differentially expressed in DGE (*n* = 39) versus healthy controls (*n* = 21) analyzed with EdgeR.

**Figure 5:**
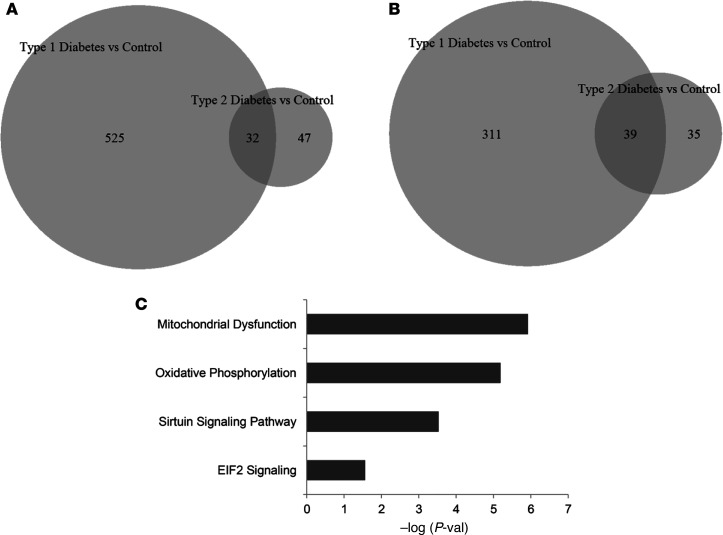
Differentially expressed genes in type 1 and/or type 2 DM. (**A**) Of 557 upregulated genes in type 1 DM (versus controls), 32 were also upregulated in type 2 DM (versus controls); 47 genes were only upregulated in type 2 DM (versus controls). (**B**) The overlap between downregulated, differentially expressed genes between type 1 and type 2 DM. Data are based on 22, 17, and 21 participants, including patients with type 1 DM, patients with type 2 DM, and controls, respectively. (**C**) The pathways that are significantly enriched with the 71 differentially expressed genes in T1D (versus controls) and T2D (versus controls). Observe that the overlapping pathways pertain to mitochondrial dysfunction and oxidative phosphorylation, which suggests that these disturbances are common to both type 1 and type 2 DM.

**Figure 6:**
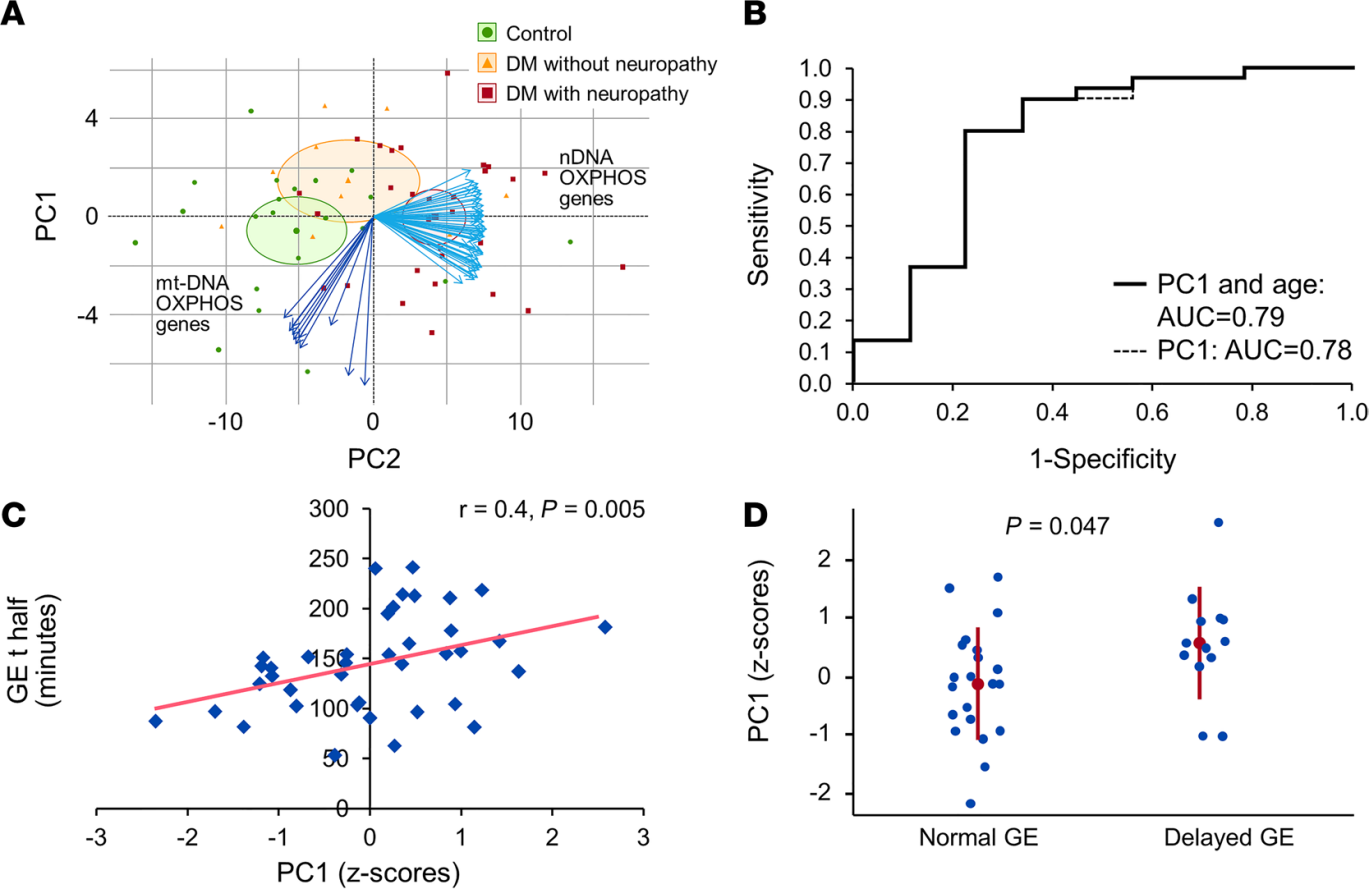
Relationship between principal components analysis of OXPHOS genes, neuropathy, and delayed GE. (**A**) The principal component analysis of 70 OXPHOS genes segregated DM patients from controls and separately DM patients with (*n* = 30) versus without neuropathy (*n* = 9). The blue arrows represent 58 nuclear and 12 mitochondrial DNA–encoded OXPHOS genes that were used in the principal component analysis. (**B**) The receiver operating curves indicates that PC1 discriminated between DGE patients with (*n* = 30) versus without neuropathy (*n* = 9) with an AUC of 0.78 (alone) or 0.79 (PC1 + age). (**C** and **D**) The *z* scores for PC1 were correlated with the GE t half. PC1 scores were significantly greater in DGE patients with delayed (*n* = 13) compared with normal GE (*n* = 21); Wilcoxon test *P* < 0.05. OXPHOS, oxidative phosphorylation; DGE, diabetic gastroenteropathy; PC1, Principal Component 1; GE t half, Gastric emptying half time.

**Figure 7:**
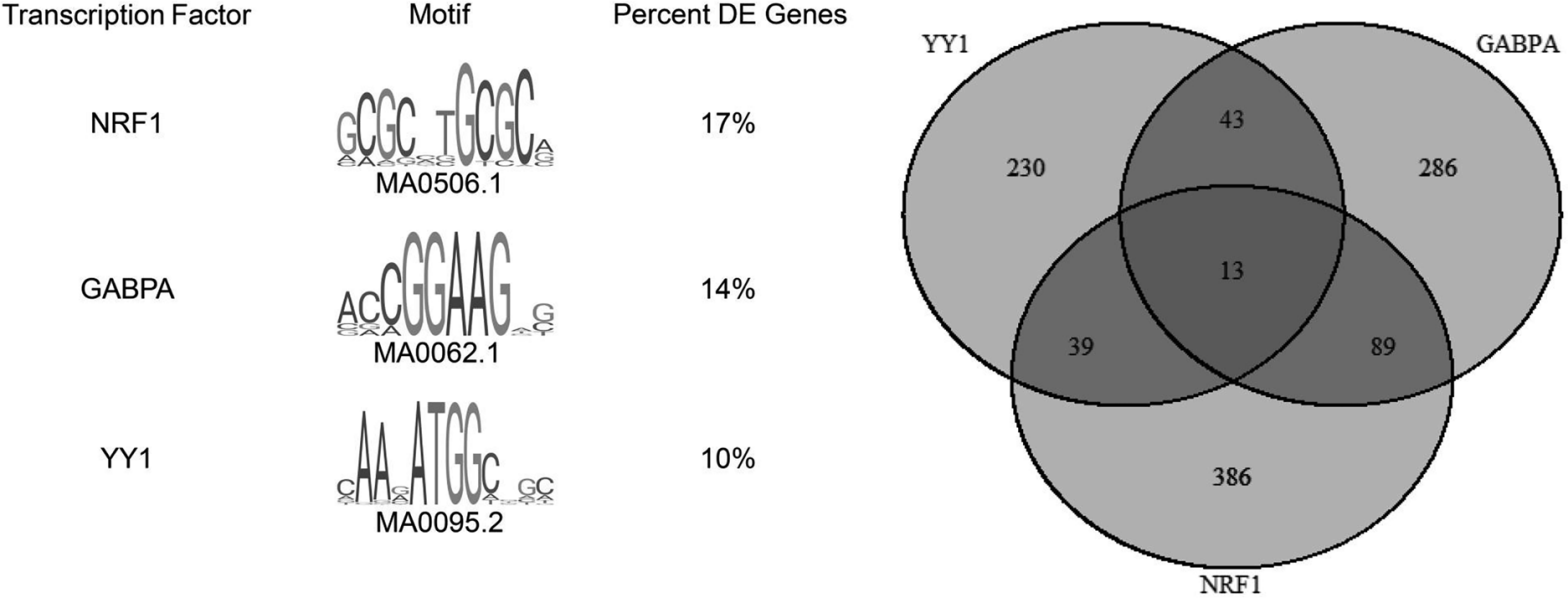
FIMO analysis. FIMO analysis for NRF1, GABPA, and YY1 in the core promoter sequences of the differentially expressed genes between DGE (*n* = 39) and healthy controls (*n* = 21). Venn diagram shows the number of genes (out of the 3175 differentially expressed genes) whose promoters have binding sites for these 3 transcription factors.

**Figure 8:**
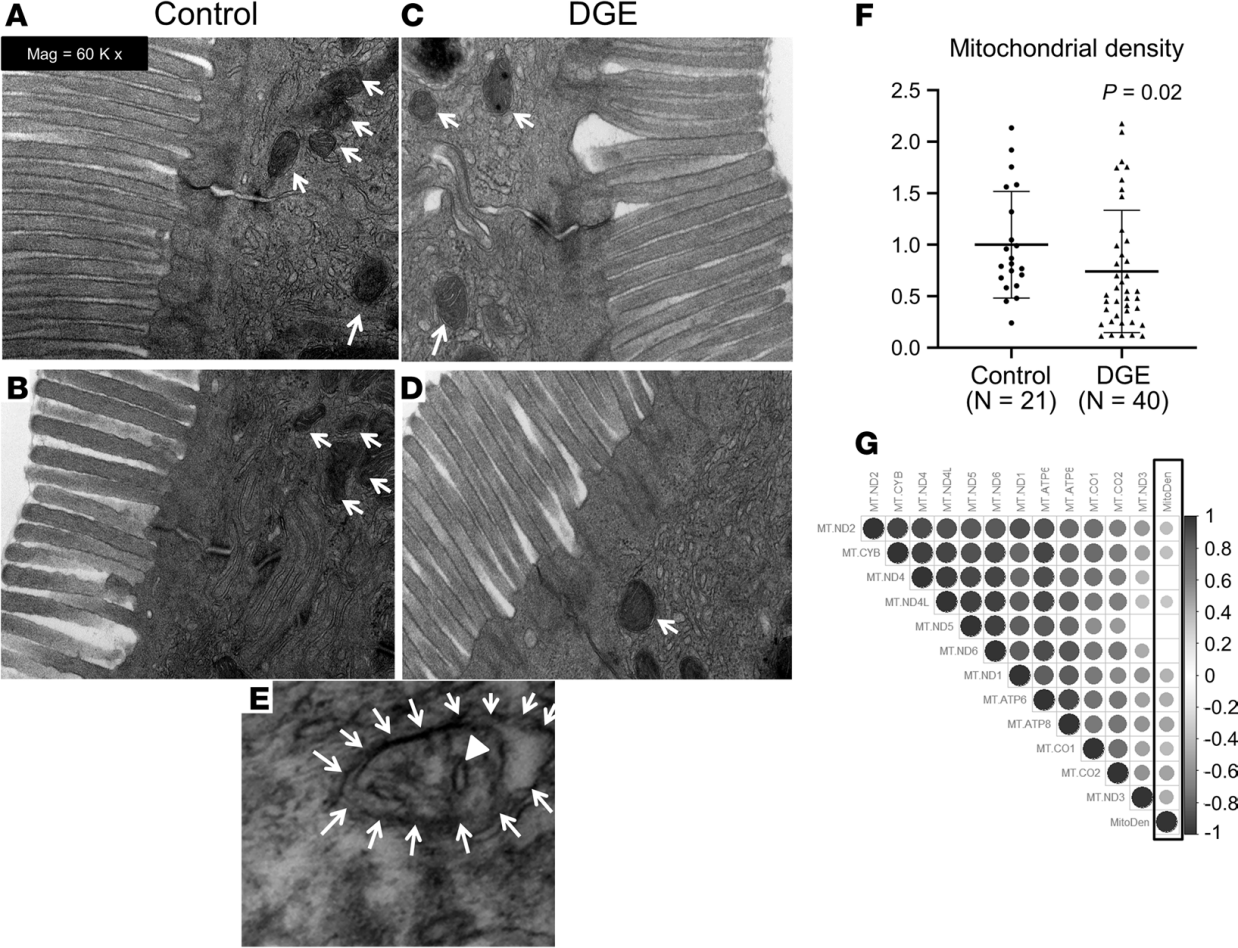
Electron microscopy of duodenal mucosal biopsies in controls and DGE. (**A**–**D**) Compared with healthy controls (**A** and **B**), there are fewer mitochondria, denoted with arrows (i.e., reduced mitochondrial density) in DGE (**C** and **D**). (**E**) A mitochondrion engulfed by a vacuole (arrows), and disintegrating cristae (arrowhead) in a patient with DGE. (**F**) Mitochondrial density in controls and DGE patients (analysis of 30 images in controls [*n* = 21] and DGE patient [*n* = 40], Wilcoxon test). Results were normalized by the mean value of the control samples set to 1 unit. (**G**) The Spearman correlation coefficients, represented by the color and size of the circles, between the expression of differentially expressed mtDNA OXPHOS genes and mitochondrial density (surrounded by black rectangle). Empty cells represent insignificant correlations (*P* value cut off = 0.05); DGE, diabetic gastroenteropathy; mtDNA, mitochondrial DNA; OXPHOS, oxidative phosphorylation. Total original magnification, 60,000×.

**Table 1:**
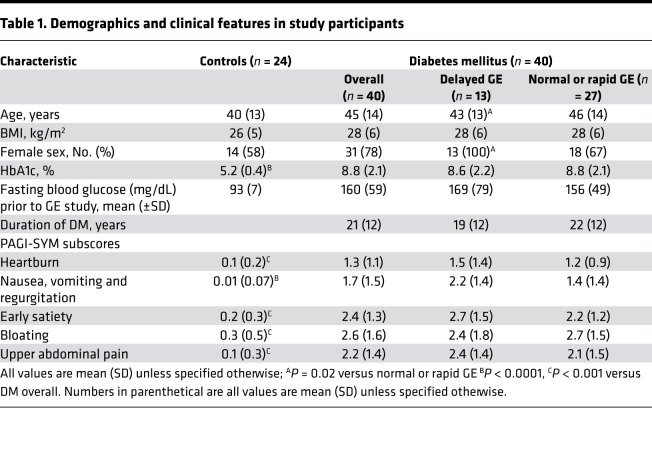
Demographics and clinical features in study participants

**Table 2:**
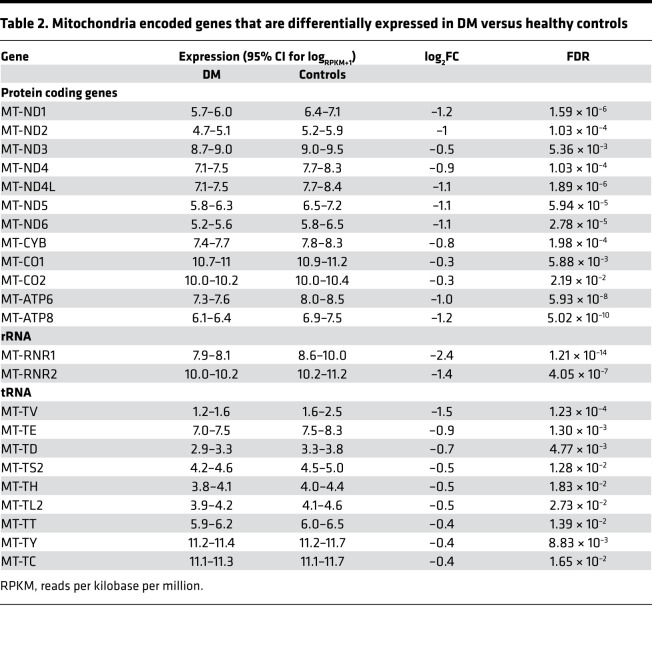
Mitochondria encoded genes that are differentially expressed in DM versus healthy controls

**Table 3:**
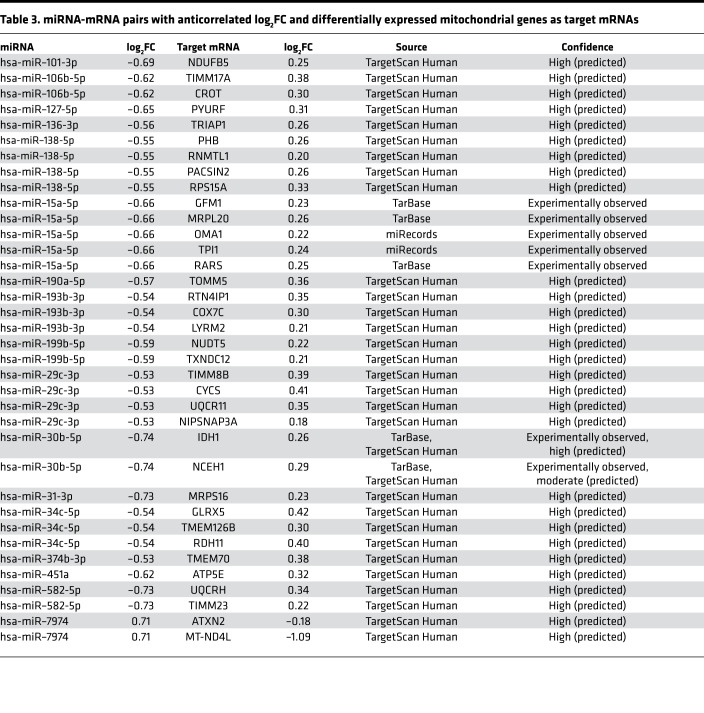
miRNA-mRNA pairs with anticorrelated log_2_FC and differentially expressed mitochondrial genes as target mRNAs

How the deposited data were processed for this re-analysis (not part of the article)

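Small RNA sequencing libraries from duodenal mucosal biopsies of 39 patients with DGE and 21 healthy controls were analysed, with 1 library per participant. The mRNA libraries, electron microscopy, gastric emptying measurements, target predictions and the supplemental tables of the study were not used here. Groups were taken from the sample labels, and no column of the table was left without a sample. No sequencing or library batch is named in the labels or the paper, so no batch term was fitted. The sample codes in the labels begin with a prefix whose meaning is not stated. No prefix occurs in both groups, and the prefix was not used. All DGE samples come before all controls in the sample list, so position in the list cannot be separated from group in one model. The fold changes over all libraries rest on a model that takes the DGE libraries as alike.

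The authors deposited estimated counts per mature miRNA and precursor, made with the CAP-miRSeq workflow (Cutadapt for adapters, miRDeep2 for alignment and counting on known miRNAs). The expected counts were not normalized, and 618 of 2822 pairs of a miRNA and a precursor had a fractional value in at least 1 library, as arises when reads are divided among precursors. The genome build and miRNA release behind the counts are not named in the paper's text. Genome positions, gene overlaps and hairpin sequences came from GENCODE release 44 on GRCh38, in which 1847 of 1881 precursors were matched by name. Mature miRNA sequences were not used here, so GC content was taken from the part of the hairpin that holds the arm.

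For 170 mature miRNAs with more than 1 precursor, the precursor with the highest total was used. Miscounting between near-identical precursors or family members therefore remains possible. Counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16 (TMM factors, filter by expression with a minimum count of 10 and a minimum total of 15, and the quasi-likelihood test), limma 3.58.1 and DESeq2 1.42.0. Permutation tests used 100000 resamples in SciPy 1.17.1 and were two-sided. The filter kept 522 miRNAs and at least 99.98% of the counts of each library. The common biological coefficient of variation was 0.285, so the spread between participants, more than counting error, limited the precision for miRNAs with high counts. For miRNAs near the filter, such as hsa-let-7g-3p with a median count of 8, counting error may matter as much. Among 1770 pairs of libraries the smallest chi-square per degree of freedom was 41.9, so no library appeared to be deposited more than once.

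The design, the alternatives and the miRNAs to be named were chosen before the data were examined. Named were every miRNA in Table 3 and the Discussion, the 10 with the smallest P past both thresholds, and the 5 most abundant. The alternatives covered normalization (RLE, upper quartile, library total only), the test (exact, likelihood ratio, robust quasi-likelihood, DESeq2, limma-voom), the low-count filter, repeated precursors, depth, and each of 60 libraries left out in turn. Removal of each library's trend with GC content (a natural spline with 3 degrees of freedom) and the comparison of the 5p and 3p arms of a hairpin were added after the calls had been seen. The comparison of the first 13, middle 13 and last 13 DGE libraries in list order was added after a shift along the list had been seen in the values. These parts of equal size use no measured value, and no model was fitted to any other division of the DGE libraries by list order. The earlier 10 and the later 11 controls in list order were compared as well, with and without control replicate C4. Where the shift falls was located by a scan of all positions that leave at least 5 libraries on each side, for the GC slope and hsa-miR-101-3p, with permutations of the list that cover the choice of position. The last 13 hold libraries from both sides of the position found, so values for the last 13 are a mixture. Groups on either side of it were not compared, because the position was found from the values. Sets of marker miRNAs (erythroid, epithelial, muscle and stromal, leukocyte, endothelial, neural, the 14q32 cluster, and the 34 and 449 family) were tested with camera at a preset correlation of 0.01, on log2 CPM with a prior count of 2.

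The steps were tested on simulated data. With 200 miRNAs changed by 0.8 on the log2 scale, of which 188 passed the filter, 186 were recovered (98.9%), with 6 false calls among 499 miRNAs tested, and with none changed there were 0 false calls among 512. Of the 163 miRNAs with an adjusted p under 0.05 in the data, 122 had an absolute log2 fold change of 0.5 or less. The share recovered therefore does not apply to most of them. A simulated GC trend alone gave 102 false calls among 505 miRNAs and 0 after its removal. The removal used the same GC values that had made the trend, and the simulated group difference in slope was larger than the one in the data. No simulation held a shift along the sample list. The arm comparison called 0 of 136 hairpins whose arms changed alike and 132 of 136 whose arms changed apart.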

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

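The comparison of hairpin arms, the removal of GC trends, the tests of a single library and the tests along the sample list below were chosen only after the calls had been seen.

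Beyond the 17 miRNAs of Table 3, 146 miRNAs had an adjusted p under 0.05 between DGE and controls in edgeR's quasi-likelihood test, a signal in miRNAs that the paper's text does not discuss. Table 3 holds only part of the miRNAs that the study called, and the full list, in a supplemental table, was not used here. The study also set a limit on fold change, which the adjusted threshold lacks. Of the miRNAs with an adjusted p under 0.05, those of Table 3 included, 122 had an absolute log2 fold change of 0.5 or less. At the study's thresholds, 29 miRNAs lay outside Table 3. In all, 163 miRNAs passed the adjusted threshold. Among 100 splits of the 60 libraries into 39 and 21, the real one included, 1 gave as many, and the largest count in another split was 5. The same held at the study's thresholds, where 1 of 100 splits gave as many as the observed 43 miRNAs and the largest other count was 14. A grouping by chance is therefore argued against. The log2 fold change rose with the GC content of the hairpin (Spearman rho 0.303 across 516 miRNAs, which are not independent replicates), so a trend with GC content that differs between libraries is a candidate explanation. After removal of each library's trend, 137 miRNAs had an adjusted p under 0.05, of which 124 were among the 163, and rho was 0.02, which argues against this trend as the whole cause. With control replicate C4, the library farthest from the median library, left out, 116 miRNAs passed, so this library is not the whole cause either. Library totals did not differ between the groups (p = 0.847). A difference that all patients with DGE share alike is argued against as the whole cause, because 79 miRNAs had an adjusted p under 0.05 between the first 13 and the last 13 DGE libraries in list order, against at most 2 in 49 other partitions of the DGE libraries. The last 13 against all controls gave 0 such miRNAs (18 with an unadjusted P under 0.05), and also 0 without control replicate C4 (12 with an unadjusted P under 0.05, and a median log2 fold change of the reduced Table 3 miRNAs of -0.15 in place of -0.27). A batch or handling difference that follows the list may explain this, since the log2 fold changes of the first against the last 13 were related across miRNAs to those of the middle 13 against controls, which share no library with them (Spearman rho 0.803 across miRNAs, which are not independent replicates, against -0.705 to 0.658 in the 49 other partitions). It cannot be told apart from a difference between the patients listed early and late, because neither the labels nor the paper say what the order means, nor from DGE, because all controls are listed after all patients. A biological difference between patients and controls stays open, but the comparison over all libraries does not establish one.

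The ratio of the 5p to the 3p arm differed between DGE and controls (limma on log2 ratios, adjusted p under 0.05) in 62 of the 136 hairpins with both arms tested, a comparison that the paper did not make. Library scaling cancels in this ratio. In 43 of the 62 the log2 fold changes of the arms had opposite signs, whatever their size. Some of these values were near 0, such as 0.02 for hsa-miR-21-5p (unadjusted P = 0.792), so the 43 are not all opposite changes. The 5p arm fell relative to the 3p arm in 27 and rose in 35. All 11 Table 3 hairpins with both arms tested were among the 62, which is partly expected because the study chose one arm for its change. In 9 of these 11 the other arm had an unadjusted P of 0.05 or more. For example, hsa-miR-582-5p had a log2 fold change of -0.69 and hsa-miR-582-3p one of -0.04 (unadjusted P = 0.68). Outside Table 3, the smallest p belonged to hsa-mir-340 (log2 fold change of the ratio -0.72, adjusted p = 3.44e-05), which was named after its value was seen. Of 100 splits of the libraries, the real one included, 1 gave as many hairpins, and the largest count in another split was 3. A change in transcription of the hairpin alone would move both arms alike. It is argued against in the 31 of the 62 hairpins whose arms each come from 1 precursor and have no fractional count, a number above the largest in another split, 1. In the other 31 hairpins it cannot be told apart from a change at another locus with which an arm shares reads. The same list order matters here. Between the first 13 and the last 13 DGE libraries 41 arm ratios differed, against at most 6 in the 49 other partitions, which argues against a difference that all patients share alike. Against controls 54 differed in the first 13, 74 in the middle 13 and 0 in the last 13. A batch or handling difference that follows the list therefore stays open and cannot be told apart from DGE, for the reason given above. There were 43 such hairpins without control replicate C4, above any other split, so this library is not the whole cause. After removal of the GC trends 59 hairpins differed, of which 54 were among the 62, against at most 4 in another split. The removal moved the log2 ratios by a median of 0.03 and at most 0.16, and their change was not related to the GC difference between the paired hairpin parts (Spearman rho 0.0244 across hairpins, which are not independent replicates). The GC contents of the 2 parts of a hairpin were related (Spearman rho 0.721 across hairpins, SD of their difference 6.75 percentage points). A trend with them therefore largely cancels in the ratio, and its removal could hardly move the ratios. This argues against a trend with the GC content of the hairpin parts as the whole cause. It does not decide on the GC content of the mature arms. Mature sequences were not used here, so their GC content and other dependence on sequence were not tested. RNA quality or adapter ligation that differed between the groups may also act on single arms, and was not tested. Arm selection or stability that differs in DGE is a hypothesis and was not separated from these.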

How the results depend on the processing

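The removal of GC trends and the division of the DGE libraries by list order were chosen after the data had been seen. The other alternatives are those listed in the processing summary.

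All Table 3 miRNAs that could be tested kept their direction and an unadjusted P under 0.05 under each alternative to normalization, test, filter, repeated precursors and depth, and after removal of the GC trends. There were 15 under the filter of at least 10 counts in every library and 17 otherwise. The median log2 fold change of the reduced ones ranged from -0.62 (at least 10 counts in every library) to -0.52 (limma-voom), against -0.56, and the count with an adjusted p under 0.05 over all miRNAs ranged from 119 (no filter) to 191 (each precursor kept separately), against 163.

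Among the alternatives to the processing, the count at the study's thresholds moved most with the low-count filter. With no filter it was 185 (83 higher, 102 lower) among 2006 miRNAs tested, with 42 of the original 43 among them. With at least 10 counts in every library it was 25 (3 higher) among 346 tested. With at least 5 counts on average it was 62, with 21 higher. These filters change which miRNAs are tested by construction. The share of lower calls depended on scaling. It was 69.8% with TMM, 71.7% with RLE and 74.5% with library totals alone, but 53.7% with upper quartile factors (19 higher, 22 lower), under which miRNAs with an adjusted p under 0.05 were more often higher (97) than lower (77), against 74 and 89 with TMM. Limma-voom gave 59.5% lower (15 higher, 22 lower). The cause was not tested further.

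A single library mattered more than most settings of the processing. Across the 60 fits that each left out one library, the count at the study's thresholds ranged from 25 to 54, with 9 to 19 higher and 13 to 37 lower. Without control replicate C4 it was 25, with 12 higher and 13 lower, whereas the other 59 fits gave at least 34. The count with an adjusted p under 0.05 ranged from 116 (without C4) to 185. The count of Table 3 miRNAs past both thresholds ranged from 7 (without C4) to 17, against 14, and the median log2 fold change of the reduced ones from -0.62 to -0.47 (without C4). The total of C4 was 9793553, so low depth does not set it apart. Its median absolute log2 deviation from the median library was 0.611, the highest of the 60, against a median of 0.242. It was kept because neither the labels nor the paper give a reason to leave it out.

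The results also depended on which DGE libraries were compared. Against all controls, the first 13 in list order gave 85 miRNAs at the study's thresholds (26 higher, 59 lower), the middle 13 gave 100 (34 higher, 66 lower) and the last 13 gave 5 (1 higher, 4 lower). The count with an adjusted p under 0.05 was 150, 201 and 0 (18 with an unadjusted P under 0.05 in the last 13), that of Table 3 miRNAs past both thresholds 16, 17 and 0, and the median log2 fold change of the reduced ones -0.86, -0.84 and -0.27 (-0.15 in the last 13 with C4 also left out). The number of libraries is the same in the 3 fits, so it does not explain the difference among them.

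Of 373 values of the named miRNAs under the alternatives, 325 kept their direction and side of the thresholds, 15 were no longer past both thresholds, 20 were newly past both, and 13 changed sign. The sign changes were in 3 abundant miRNAs whose log2 fold change was near 0. hsa-miR-148a-3p was 0.021 with upper quartile factors, 0.0059 with limma-voom, 0.0093 with no filter, 0.00071 with repeated precursors summed, and 0.071 after removal of the GC trends. hsa-miR-215-5p was -0.033 with library totals alone, -0.0094 with limma-voom, -0.022 with at least 10 counts in every library, -0.014 with at least 5 on average, and -0.030 after thinning. hsa-miR-21-5p was -0.013 with library totals alone and after thinning, and -0.0079 with at least 10 counts in every library.

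Among the marker sets, the muscle and stromal set had p = 0.0224 with camera at the preset correlation and 0.0252 with fry, but 0.288 with an estimated correlation. The leukocyte set had 0.0769 with camera and 0.032 with fry. The 14q32 cluster changed direction after removal of the GC trends (p = 0.984), with members that go both ways. Library totals and detected miRNAs did not differ under either handling of precursors.

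No library fell under the minimum total set for leaving libraries out, so that alternative left none out and gives no value of its own. No paired analysis was possible because patients and controls are different people and share no replicate number. Thinning each library to the lowest total left 406 miRNAs to test, so depth limits the results mainly for miRNAs near the filter.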

Differences from the paper's values

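At the study's thresholds, 13 miRNAs were higher in DGE here, against the paper's 6. None of the alternatives set before the data were examined closed the gap. The nearest were thinning to the lowest library total, with 10, and at least 10 counts in every library, with 3, and the lowest among the fits that left out one library was 9. The total of 43 is within 1.5 times the paper's 30, and no alternative gave 30.

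Table 3 lists hsa-miR-193b-3p, hsa-miR-29c-3p and hsa-miR-34c-5p among differentially expressed miRNAs, and here their absolute log2 fold changes were just under 0.5. All 3 passed both thresholds with RLE factors, library totals alone, at least 10 counts in every library, at least 5 counts on average, and thinned counts. DESeq2 called hsa-miR-193b-3p and hsa-miR-34c-5p, the analysis with no filter called hsa-miR-193b-3p and hsa-miR-29c-3p, and limma-voom called hsa-miR-34c-5p. Of the 60 fits that left out one library, 36 called hsa-miR-193b-3p, 37 hsa-miR-29c-3p and 35 hsa-miR-34c-5p. In fits chosen after seeing the values, the middle 13 DGE libraries in list order against all controls called all 3, and the first 13 called hsa-miR-193b-3p and hsa-miR-29c-3p. Over the 17 miRNAs, the log2 fold changes here lay above those of Table 3, read by eye, by a median of 0.04, and by at most 0.05. With at least 10 counts in every library the largest absolute difference was 0.02 over 15 miRNAs.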

Other observations

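The tests of a single library, of GC trends, of hairpin arms and along the sample list below were chosen only after the results had been seen. The tests of depth, scaling and marker sets were written down before.

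The libraries shifted along the order of the sample list, in which all patients come before all controls. Between the first 13 and the last 13 DGE libraries, 79 miRNAs had an adjusted p under 0.05 and 41 hairpins had an arm ratio that differed. Of 50 partitions of the DGE libraries into 3 parts of 13, the real one included, 1 gave as many miRNAs and 1 as many hairpins, which argues against a grouping by chance. For hsa-miR-101-3p the log2 fold change between these parts was -0.64 (adjusted p = 0.00161), and all 17 Table 3 miRNAs had the sign that they had against controls. The slope of log2 expression on GC content was 0.06 ± 0.04 (SD, n = 13) per 10 percentage points in the first 13 and -0.04 ± 0.06 (SD, n = 13) in the last 13 (two-sided permutation test, p = 0.00018, adjusted p = 0.00036 over 6 comparisons). In the last 13 it did not differ from controls (permutation test, p = 0.566). In the scan of all positions, the DGE libraries changed most between positions 30 and 31 in this slope (permutation test, p = 4e-05, adjusted p = 8e-05 over 4 scans) and in hsa-miR-101-3p (p = 1e-05, the smallest these permutations can give, adjusted p = 4e-05). The last 13 thus hold libraries from both sides, and their values are a mixture. In controls the same scans gave p = 0.0962 for the slope and p = 0.0216 (adjusted p = 0.0288) for hsa-miR-101-3p. Controls also shifted along the list. The mix of prefixes of the sample codes, whose meaning is not stated, changed along it as well. A difference between prefixes therefore cannot be told apart from a shift along the list in controls. Between the earlier 10 and the later 11 controls 64 miRNAs had an adjusted p under 0.05 (1 of 50 splits of the controls, the real one included, gave as many), and 14 without control replicate C4, but 0 hairpins had an arm ratio that differed. There 1 of the 17 Table 3 miRNAs had the sign it had in DGE against controls. A batch or handling difference that follows the list is a candidate explanation and cannot be told apart from differences between the patients listed early and late, because the meaning of the order is not stated. The fold changes over all 60 libraries are averages over parts that differ.

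More miRNAs were lower than higher in DGE at the study's thresholds (30 of 43, or 69.8%). Without the limit on fold change the excess was smaller. At an unadjusted P under 0.05, 114 were lower and 109 higher. At an adjusted p under 0.05, 89 were lower and 74 higher. At the study's thresholds, thinning all libraries to one depth left 75.6% lower, and removal of the GC trends left 71.8% lower. These shares argue against depth and GC content as the whole cause of the excess. The share fell to 53.7% with upper quartile factors but stayed at 71.7% with RLE and 74.5% with library totals, so an effect of a few abundant miRNAs on the scaling cannot be told apart from a true excess, because the scalings disagree. The share was 52% without control replicate C4, below the range of 62.8% to 78.6% in the other 59 fits that left out a library. A candidate explanation is therefore that the excess of lower calls rests on this one control library. Whether C4 differs for a technical or a biological reason was not tested.

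The slope of log2 expression on the GC content of the hairpin differed between the groups. It was 0.03 ± 0.07 (SD, n = 39) per 10 percentage points in DGE and -0.05 ± 0.03 (SD, n = 21) in controls (two-sided permutation test, p = 4e-05). With the GC content of the whole hairpin p was 2e-05, the smallest these permutations can give. Without control replicate C4 it was 0.00012, so this library is not the whole cause. Among the 129 miRNAs with a GC content of 25.6% to 42.5%, 13 were lower and 0 higher in DGE at the study's thresholds, and among the 129 with 57.6% to 78.6%, 4 were lower and 8 higher. With the trends removed, 11 of the Table 3 miRNAs passed both thresholds, all 17 had an unadjusted P under 0.05, and 15 had an adjusted p under 0.05. As the slopes differed within DGE along the list (p = 0.00018 for the first against the last 13), a batch that follows the list may underlie them and cannot be told apart from differences between patients. Biology was not tested as a cause of the slopes.

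hsa-miR-451a, a red blood cell miRNA, was lower in DGE. The other 4 erythroid markers tested were also lower, with a median log2 fold change of -0.21, but as a set they did not pass (camera p = 0.424). hsa-miR-486-5p, the most abundant of them, had 200.2 CPM in DGE and 210.4 CPM in controls (log2 fold change -0.07, standard error 0.22), whereas hsa-miR-144-3p, near the filter, had a log2 fold change of -0.71 (standard error 0.26). Less blood in the DGE biopsies may explain the difference and cannot be told apart from other causes, because the 4 markers vary together between libraries (estimated correlation 0.596). The full erythroid set of 5 had p = 0.258, the epithelial set 0.526, the neural set 0.711, the endothelial set 0.318, the miR-34/miR-449 family 0.331, and the 14q32 cluster 0.456. No set had an adjusted p under 0.05 over the 8 sets. With an unadjusted p under 0.05 there was 1, the muscle and stromal set. The study's own choice from these libraries, Table 3, holds 2 members of the 14q32 set and 1 each of the erythroid set, the neural set and the miR-34/miR-449 family.

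hsa-miR-127-5p and hsa-miR-136-3p come from the 14q32 cluster. The other 42 members tested did not fall as a set (median log2 fold change 0.03, 20 of 42 lower, camera p = 0.821), and 9 were lower and 6 higher with an unadjusted P under 0.05, which argues against a fall of the whole cluster. Fewer stromal or muscle cells is another possible explanation. The test written down for it met its criterion, with 9 of 10 muscle and stromal markers lower, a median log2 fold change of -0.11 and camera p = 0.0224. The adjusted p over the 8 sets was 0.179, and p was 0.288 with an estimated correlation. Camera p was 0.0113 without control replicate C4, and 0.0317 after removal of the GC trends (adjusted p = 0.253). The most abundant of these markers, hsa-miR-143-3p, had 85194 CPM in DGE and 91540 CPM in controls, so the tissue itself expresses it. A comparison chosen afterwards argues against fewer cells as the whole cause, since these would lower both arms of a hairpin, whereas the 5p to 3p ratio of hsa-mir-127 changed by -0.49 (standard error 0.10, adjusted p = 0.000232), and that of hsa-mir-136 by 0.44 (standard error 0.14, adjusted p = 0.0101). It assumes that the arm ratio is alike in all cells of the biopsy, and it does not exclude a batch that follows the list, along which hsa-miR-136-3p had log2 fold changes of -0.80, -0.86 and -0.11 in the first, middle and last 13 DGE libraries. The test written down for GC content could not decide, because the other members had not fallen before the correction. After the correction hsa-miR-127-5p still had a log2 fold change of -0.63 (P = 1.17e-06) and hsa-miR-136-3p one of -0.47 (P = 0.00016), the second no longer past 0.5.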
